# A selective autophagy cargo receptor NBR1 modulates abscisic acid signalling in *Arabidopsis thaliana*

**DOI:** 10.1038/s41598-020-64765-z

**Published:** 2020-05-08

**Authors:** Leszek Tarnowski, Milagros Collados Rodriguez, Jerzy Brzywczy, Marta Piecho-Kabacik, Zuzana Krčkova, Jan Martinec, Anna Wawrzynska, Agnieszka Sirko

**Keywords:** Molecular biology, Plant sciences

## Abstract

The plant selective autophagy cargo receptor neighbour of breast cancer 1 gene (NBR1) has been scarcely studied in the context of abiotic stress. We wanted to expand this knowledge by using *Arabidopsis thaliana* lines with constitutive ectopic overexpression of the *AtNBR1* gene (OX lines) and the *AtNBR*1 Knock-Out (KO lines). Transcriptomic analysis of the shoots and roots of one representative OX line indicated differences in gene expression relative to the parental (WT) line. In shoots, many differentially expressed genes, either up- or down-regulated, were involved in responses to stimuli and stress. In roots the most significant difference was observed in a set of downregulated genes that is mainly related to translation and formation of ribonucleoprotein complexes. The link between AtNBR1 overexpression and abscisic acid (ABA) signalling was suggested by an interaction network analysis of these differentially expressed genes. Most hubs of this network were associated with ABA signalling. Although transcriptomic analysis suggested enhancement of ABA responses, ABA levels were unchanged in the OX shoots. Moreover, some of the phenotypes of the OX (delayed germination, increased number of closed stomata) and the KO lines (increased number of lateral root initiation sites) indicate that AtNBR1 is essential for fine-tuning of the ABA signalling pathway. The interaction of AtNBR1 with three regulatory proteins of ABA pathway (ABI3, ABI4 and ABI5) was observed *in planta*. It suggests that AtNBR1 might play role in maintaining the balance of ABA signalling by controlling their level and/or activity.

## Introduction

Autophagy is defined as a catabolic process responsible for degradation of cellular contents. Evolutionarily conserved, autophagy-related (ATG) proteins are organised in protein complexes to form an autophagosome (a double-membrane vesicle around the cargo) and manage its intracellular transport and fusion with the vacuole, where the cargo is degraded in plants. Autophagy is implicated in almost every aspect of plant growth, from embryogenesis to senescence, and in various stress responses, as recently reviewed^1–7^. Autophagy contributes to nutrient remobilisation during mineral starvation as well as during organ senescence *e.g*. remobilisation of nitrogen from the senescing leaves to seeds (see recent review^8^ and references therein). *Arabidopsis thaliana* autophagy-defective mutants are hypersensitive to carbon and nitrogen starvation, displaying early senescence even under nutrient-rich conditions (see recent review^9^ and references therein). Nutrient starvation and other abiotic stress conditions, such as heat, drought, saline and osmotic stress, oxidative stress, endoplasmic reticulum stress or sugar excess increase autophagic flux (see recent review^10^ and references therein).

Autophagy is tightly controlled to avoid excessive degradation of the cellular content. In normal conditions the process runs at a baseline level that increases when developmental and/or nutritional signals promote assembly of the ATG1/ATG13 autophagy initiation complex^11^. The formation of this complex is negatively regulated by the target of rapamycin (TOR) kinase. TOR acts as a master regulator of cellular and developmental processes. It is active under nutrient rich conditions, when it upregulates cell growth and translation whilst blocking autophagy, but it is inhibited during nutrient deficiency^12,13^. The plant TOR kinase complex is very similar in structure, mode of action and molecular function to its yeast and mammalian counterparts^14–17^. Comparative profiling of the transcriptomes of *tor* mutants and wild type (WT) plants indicated that TOR regulates photosynthesis^18^, the cell-cycle, cell-wall modifications, senescence, central energy metabolism, carbon and lipid metabolism and secondary metabolism^19^. The interplay of TOR with phytohormone signalling pathways is complex: it activates signalling by auxins, cytokines, brassinosteroids and gibberellin, whilst repressing signalling by abscisic acid (ABA), ethylene, jasmonic acid and salicylic acid^18,20,21^. Reciprocal regulation of TOR and ABA signalling to balance plant growth and stress responses has also been reported recently^22^.

Degradation of cellular content by autophagy can be highly selective. Autophagy cargo receptors ensure selective of autophagy by recognising a cargo tagged for degradation and docking it with the ATG8 protein anchored to the autophagosome^23–26^. Numerous cargo receptors and their cargos have been identified in metazoa, but only few have been characterised in plants, including neighbour of breast cancer 1 (NBR1). NBR1 binds protein aggregates and is involved in xenophagy^27,28^. In 2011 independent laboratories reported the presence of functional NBR1 receptors in two plant species, Arabidopsis^28^ and *Nicotiana tabaccum*^29^. Plant NBR1 proteins have several characteristic domains, PB1, which is involved in NBR1-NBR1 interaction, ZZ and NBR1/FW (both of unknown function) and the double UBA domain involved in ubiquitin (Ub) binding. It is unclear whether both UBA domains can interact with Ub. The tobacco protein (Joka2 or NtNBR1) is co-localises with actin, tubulin and ER^30^ and has also forms multimers via both PB1 and UBA domains^31^. Recent studies have concentrated on the role of NBR1 in plant defences against various pathogens^32–36^. In Arabidopsis, NBR1 is encoded at a single genetic locus. Studies with various insertional T-DNA mutants suggest that NBR1 is not essential. However, our detailed analysis of one such mutants indicated the presence of both the WT and the truncated transcripts, likely due to alternative splicing of the T-DNA insertion in the intron^37^. The ratio was variable and depended on growth conditions. Whether other insertional *nbr1* T-DNA mutants are affected by a similar phenomenon remains to be addressed.

Along with other plant hormones, abscisic acid (ABA) is involved in developmental processes: seed dormancy, plant growth, leaf senescence and response to environmental stresses^38^. The Ub–proteasome system regulates ABA perception and signalling by targeting ABA receptors, PP2C protein phosphatases, transcription factors and proteins encoded by ABA responsive genes. Post-translational control of ABA signalling involves numerous E3 ligases, kinases and phosphatases (see recent reviews^39,40^ and references therein). Links of autophagy and endomembrane trafficking with ABA signalling, synthesis and transport has also been established^41–43^. ABA signals are detected by 14 ABA receptors (PYR1 and PYL1–13, named also RCAR1–14). In the presence of ABA they interact with protein phosphatase 2 C (PP2C) family of phosphatases that downregulate ABA signalling. Nine PP2C phosphatases belonging to group A of the PP2C family are involved in regulation of the ABA pathway and are induced by ABA and stress. Multiple mutations in some of these genes elevate the ABA response^44^. In the absence of ABA, PP2Cs interact with SNF1-related protein kinase 2 (SnRK2) family of kinases and dephosphorylate them. Dephosphorylated SnRK2s are inactive, so this stops ABA signalling. Not only ABA signalling but also ABA production, transport and inactivation is tightly controlled. These aspects of ABA homeostasis were recently reviewed^45^. Essentially, ABA is synthesized de novo in multiple steps (by a series of enzymes) through the carotenoid pathway, while it is degraded mainly by a family of four ABA 8’-hydroxylases (CYP707A1–4) to phaseic acid (PA) and then, to dihydrophaseic acid (DPA)^46^. Essential role of these enzymes in ABA catabolism is highlighted by identification of numerous transcriptional factors inducing or repressing their expression (see review^45^ and references within). ABA homeostasis is also controlled by reversible glycosylation. The inactive ABA glucosyl ester can be stored in ER or in vacuole where it can be converted back to ABA due to the action of of specific glucosidases^47–49^. ABA transporters controlling its long-distance transport and movement across the plasma membrane are also crucial but not entirely characterized elements of ABA homeostasis and the regulatory components of the ABA-modulated processes^50^. ABA has important functions in all plant organs. For example in shoots ABA initiates the signalling cascade that closes stomata^51^, whilst in roots it regulates primary root growth by controlling division of the population of cells in the tip as well as regulating lateral root development by regulating initiation, emergence and meristem activation^52,53^. In addition, seed dormancy is maintained by ABA through ABI3 and ABI5 transcription factors which synergistically restrict embryo germination^54^.

This study focuses on the consequences of *AtNBR1* overexpression (OX) and disruption (KO) in Arabidopsis. Using a combinatorial approach, we conclude that the AtNBR1 autophagy cargo receptor is responsible for cross-talk between autophagy and the ABA signalling pathway. Overall, the excess or the lack of AtNBR1 protein enhances or reduces ABA signalling, respectively.

## Results

AtNBR1 overexpression changes the gene expression profiles of both shoots and roots. Several NBR1-OX and nbr1-KO lines were obtained and verified by testing for the presence of the corresponding transcripts and proteins (Supplementary Fig. S1). 

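On the microarrays used for the KO lines, the transcript of NBR1 (AT4G24690, probe set 13473082), which encodes a selective autophagy cargo receptor, was strongly downregulated in both KO lines and in both tissues. In shoots its RMA log2 signal was 6.18 ± 0.39 (SD, n = 3 arrays) in WT, 1.63 ± 0.10 (SD, n = 3) in KO1 and 1.67 ± 0.14 (SD, n = 3) in KO3. The log2 fold changes were -4.55 in KO1 (standard error 0.19, adjusted p = 5.62e-05 from limma) and -4.51 in KO3 (standard error 0.19, adjusted p = 5.99e-05), or at least 23.4-fold and 22.8-fold lower, since the KO signals in shoots lie within or below the range of the shoot array medians (1.72 to 1.85). In roots the signal was 7.32 ± 0.13 (SD, n = 2 arrays) in WT, 3.55 ± 0.25 (SD, n = 3) in KO1 and 4.09 ± 0.43 (SD, n = 3) in KO3. The root log2 fold changes were -3.77 in KO1 (standard error 0.24, adjusted p = 1.38e-04) and -3.23 in KO3 (standard error 0.24, adjusted p = 6.83e-04), or 13.6-fold and 9.36-fold lower. Each of these adjusted p-values was the smallest among the 18107 probe sets tested in its comparison. Every KO array was below every WT array of its tissue (exact permutation test, two-sided p = 0.1 in shoots and 0.2 in roots, the smallest p-values that 3 arrays against 3 and 3 against 2 allow). The KO lines carry deletions in the NBR1 gene (Supplementary Fig. S1E), and the paper's text does not state whether part of the transcript remains. The probe set gives 1 value for the whole gene. In roots the call ended with an unmoderated linear model (adjusted p = 0.408 in KO1 and 0.212 in KO3), and in KO3 roots also without WT roots replicate 1 (-3.14, standard error 0.31, adjusted p = 0.0532).

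**Figure D1:**
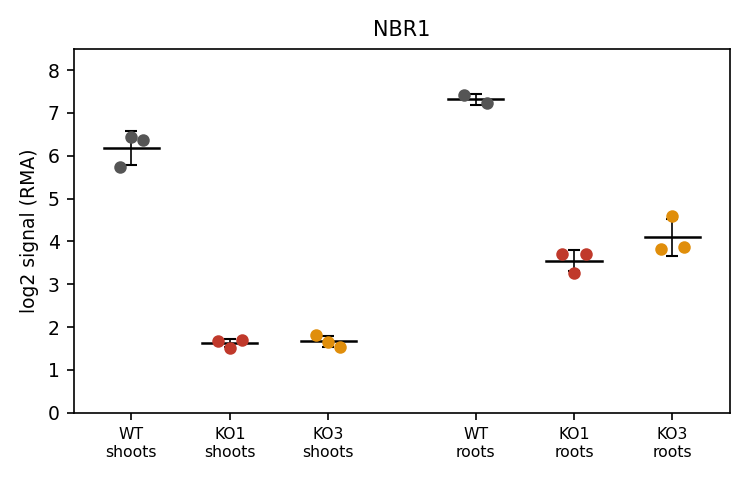
RMA log2 signal of NBR1 on each microarray of WT, KO1 and KO3 in shoots and in roots. Points are single arrays, horizontal lines are means and bars are SD; the KO arrays lie between 1.52 and 1.81 in shoots, where the lowest WT array is at 5.73.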

A large set of differentially expressed genes (DEGs) were identified when the transcriptomes of 4-week-old OX7.5 and WT plants were compared, despite the lack of obvious morphological differences between the lines under the applied growth conditions (not shown). DEGs were defined as those with at least a 1.5-fold difference (p ≤ 0.05) relative to WT. In shoots, 294 of the 510 DEGs were upregulated, while 216 were downregulated (Supplementary Table S1), whereas in roots 416 of 919 DEGs were upregulated and 503 were downregulated (Supplementary Table S2). Remarkably, there were very few DEGs common to the two plant parts, prompting us to analyse the two data sets separately (Fig. 1). Among the GO categories associated with DEGs in shoots, ‘response to stress’ and ‘response to stimulus’ were over-represented among both up- and down-regulated genes, whereas ‘regulation of gene expression’, ‘transcription factor activity’, ‘DNA binding’ and ‘regulation of metabolic and cellular processes’ were only associated with genes upregulated in shoots (Supplementary Fig. S2). In roots, upregulated genes were associated with the categories ‘mitochondrion’ and ‘macromolecular complex’, whereas the categories ‘translation’, ‘gene expression’ and ‘nitrogen compound metabolic processes’ were strongly associated with downregulated genes (Supplementary Fig. S2). Thus, AtNBR1 overexpression affected shoots and roots differently and seems to influence multiple cellular processes and functions.

**Figure 1:**
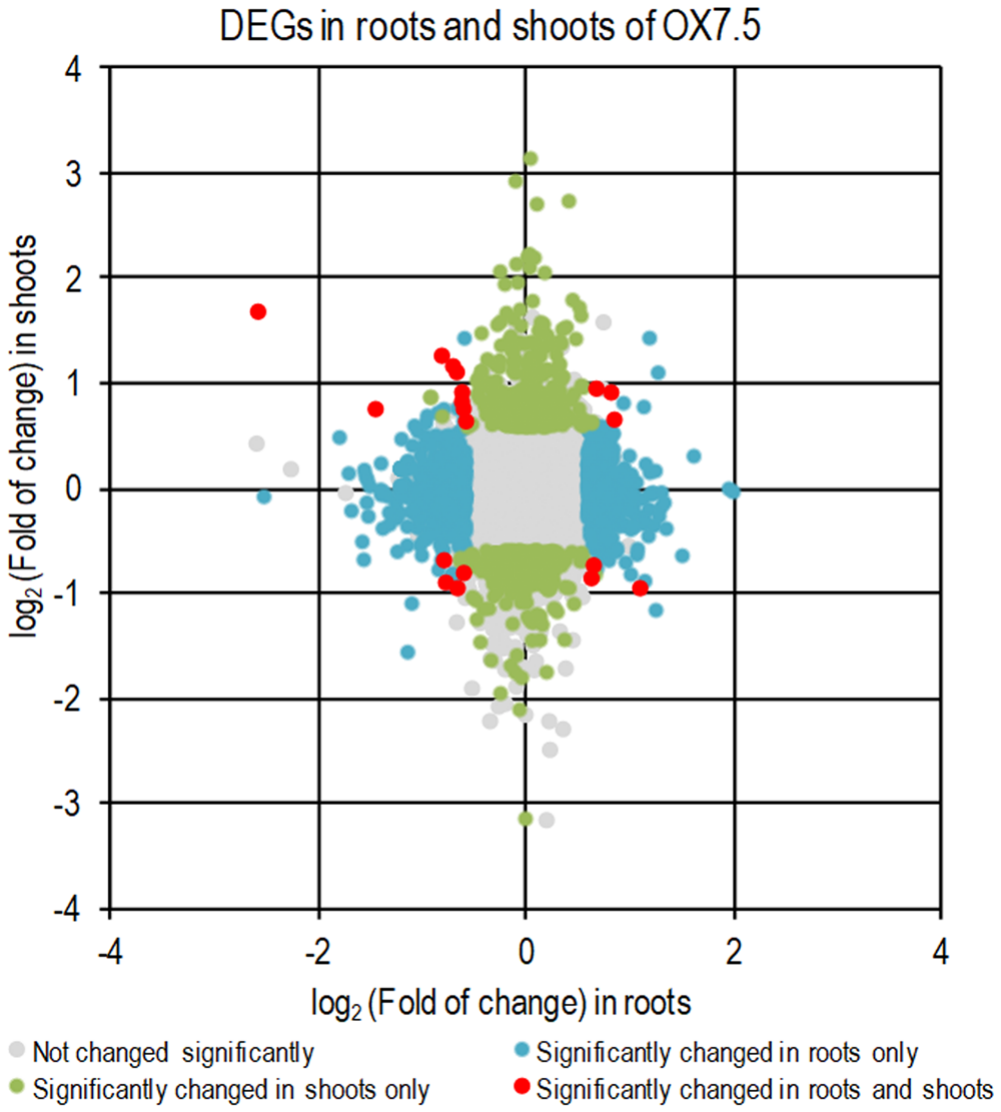
Differentially expressed genes (OX DEGs) in roots and shoots of OX7.5 in comparison to the wild type (WT).

In order to gain insight into the regulatory networks responsible for the observed changes in the transcriptome of the OX7.5 line overexpressing AtNBR1, we analysed known interactions of DEGs from the shoots and roots. Looking for putative regulatory hubs, we identified 64 nodes that interacted with at least 5 DEGs (Supplementary Table S3). However these hubs also had the highest total numbers of interactions, so we looked for hubs that were enriched in interactions with DEGs in order to identify hubs specifically involved in transcriptional responses to AtNBR1 overexpression. The selection was made on the basis of the ratio of the number of interacting DEGs to the total number of interacting nodes (Supplementary Table S4), and the calculated enrichment values were plotted against the number of interacting DEGs (Supplementary Fig. S3). This analysis identified the four hubs that were most enriched in interactions with DEGs: ABI5 (AT2G36270; bZIP transcription factor), RGL3 (AT5G17490; DELLA subfamily member), MYB49 (AT5G54230; MYB domain transcription factor) and AO (AT5G14760; aspartate oxidase catalysing the first key step of NAD+ biosynthesis). When the network of these four hubs was visualised along with interacting DEGs, two more putative regulatory hubs emerged: SR1 (AT5G01820; serine/threonine protein kinase 1, SnRK3.15; CIPK14) and AIB1 (AT1G10585; bHLH transcription factor) (Fig. 2). Both SR1 and AIB1 have been shown to be a part of the SnRK3-related abscisic acid (ABA) signalling network^55^. Transcript analysis revealed that many ABA upregulated genes^56^ were also upregulated by NBR1 overexpression, particularly in shoots (Fig. 3), whereas ABA downregulated genes were much less affected by NBR1 overexpression (Supplementary Fig. S4). It should be emphasised that although all DEGs were used for network construction, shoot DEGs were mainly responsible for the proposed association between AtNBR1 and ABA response, further indicating that AtNBR1 overexpression affects the shoot and root transcriptomes differently.

**Figure 2:**
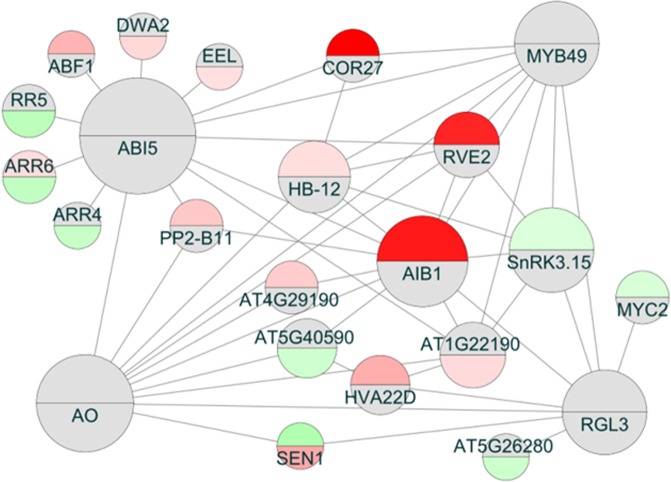
Interaction network of the OX DEGs. The putative network is composed of the regulatory hubs which had the highest numbers of DEGs associated with them (extracted with Cytoscape from the Biogrid network). Upregulated genes are shaded red and downregulated genes shaded green; shoots or roots are shown in the upper and lower parts of circles respectively). The gene symbols are explained in Supplementary Table S4 (Enriched Network spreadsheet).

**Figure 3:**
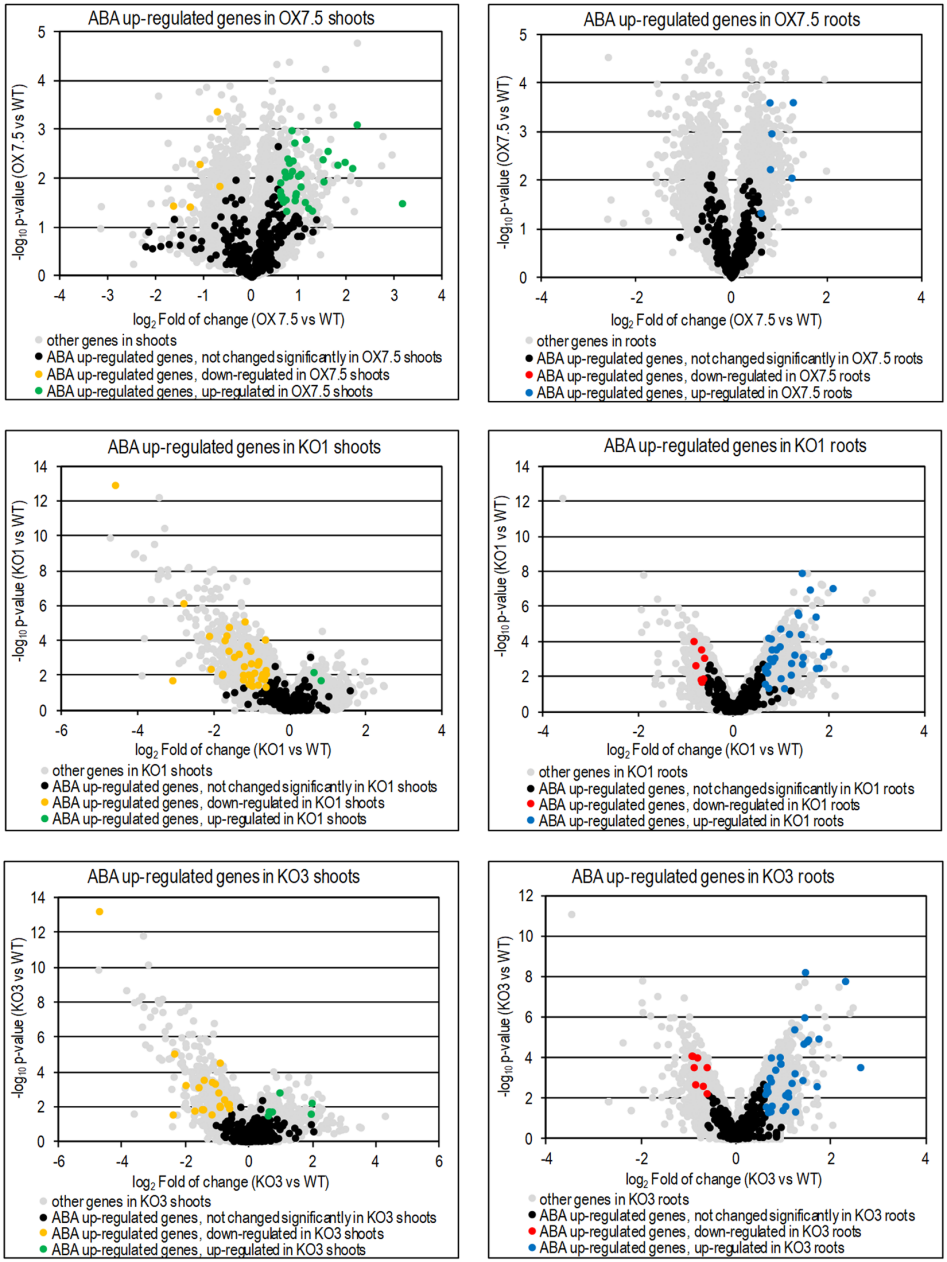
Changes of expression of ABA-upregulated genes in shoots and roots of OX7.5, KO1 and KO3 in comparison to WT.

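Of 46 genes known to be induced by ABA, listed before the data were examined, 17 were named on the array. The platform's own table names 10 of them. The others, among them RD29A, ERD10 and HVA22D, are named only by Supplementary Tables S1 and S2, which hold genes that changed in OX7.5. The measured genes are therefore not a random part of the list. In roots of KO1, 4 of the 17 were upregulated, none was downregulated and 13 did not pass the test at an adjusted p under 0.05 from limma (7 upregulated when adjusted over the list alone). In roots of KO3, 3 were upregulated, none was downregulated and 14 did not pass the test (8 upregulated when adjusted over the list alone). RD29A (AT5G52310), a desiccation-responsive gene, had log2 fold changes of 1.70 in KO1 roots (standard error 0.19, adjusted p = 0.0102) and 1.55 in KO3 roots (standard error 0.19, adjusted p = 0.0166). The dehydrin genes COR47 and ERD10 rose by 1.42 and 1.38 on the log2 scale in KO1 roots (adjusted p = 0.0208 for both) and by 1.21 and 1.32 in KO3 roots (adjusted p = 0.034 and 0.0247). HVA22D, a stress-inducible gene, rose by 1.35 in KO1 roots (adjusted p = 0.0488), while its value of 1.19 in KO3 roots did not pass the test (adjusted p = 0.0628). In shoots none of the 17 genes passed the test in either line; 12 of them had a negative log2 fold change in KO1 and 13 had a positive one in KO3. When adjusted over the list alone, 1 gene was downregulated in KO1 shoots and none in KO3 shoots. The homeobox gene HB-12, named after its values were seen, had log2 fold changes of -1.55 in KO1 shoots (standard error 0.29, adjusted p = 0.0945) and -1.14 in KO3 shoots (standard error 0.29, adjusted p = 0.419). As a group the list had a median log2 fold change of 0.45 in KO1 roots (adjusted p = 6.43e-07 from camera) and 0.50 in KO3 roots (adjusted p = 4.22e-07); with an estimated correlation the adjusted p-values were 0.206 and 0.252. In shoots its median was -0.62 in KO1 (adjusted p = 0.218) and 0.21 in KO3 (adjusted p = 0.163). Without KO1 shoots replicate 1, an array whose values were spread more narrowly than those of the other shoot arrays, the KO1 shoot median was 0.03, and with quantile normalization it was 0.17. The root medians were 0.67 in KO1 and 0.72 in KO3 without WT roots replicate 1, an array that stood apart from the other root arrays, and 0.23 and 0.36 without WT roots replicate 3. Without WT roots replicate 1, which leaves 1 WT root array, RD29A, COR47 and ERD10 no longer passed the test. Leaving out WT roots replicate 3 also leaves 1 WT root array, but it gave the highest root counts of changed genes with an array left out. The number of arrays alone therefore need not account for the loss, and its cause was not tested. RD29A was then at 1.91 in KO1 (standard error 0.22, adjusted p = 0.0886) and 1.75 in KO3 (adjusted p = 0.12). COR47 was at 1.22 in KO1 (standard error 0.22, adjusted p = 0.333) and 1.01 in KO3 (adjusted p = 0.371). ERD10 was at 1.23 in KO1 (standard error 0.23, adjusted p = 0.333) and 1.18 in KO3 (adjusted p = 0.308). With the 10 genes that the platform's own table names, a choice made after the data were seen, the root medians were 0.02 in KO1 (adjusted p = 0.0405) and 0.28 in KO3 (adjusted p = 0.00884).

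**Figure D2:**
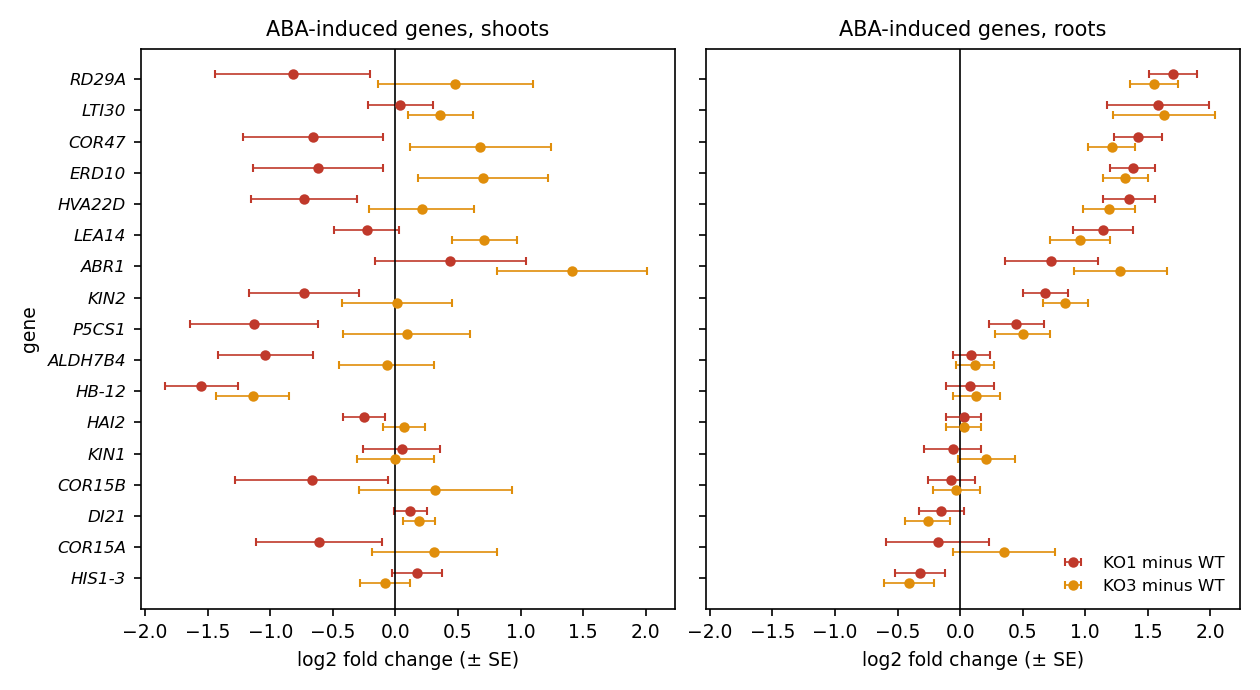
Log2 fold change against WT of the 17 ABA-induced genes in shoots and roots of KO1 and KO3. Points are limma estimates from 3 KO arrays and 3 (shoots) or 2 (roots) WT arrays, and bars are standard errors; RD29A is at 1.70 and 1.55 in roots of KO1 and KO3.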

Changes in expression of ABA-related genes in shoots and roots of OX7.5, KO1 and KO3 lines in comparison to the WT are shown in Supplementary Table S5. 

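Transcripts of WT, KO1 and KO3 were measured on 17 Affymetrix Arabidopsis Gene 1.1 ST arrays with RNA from shoots and roots of 4-week-old plants. There were 3 arrays for each line and tissue, except for 2 arrays of WT roots (replicates 1 and 3). Portions of material from several plants were combined for each RNA sample, and each plant gave both a shoot and a root portion. The values are RMA log2 signals of 28583 probe sets to 2 decimals, made by the authors with Transcriptome Analysis Console and TAIR10; whether shoots and roots were normalised together is not stated in the paper's text. Array medians were 1.72 to 1.85 in shoots and 2.61 to 2.67 in roots. KO1 shoots replicate 1 had an SD across probe sets of 1.41, against 1.94 to 2.07 for the other shoot arrays, and a mean correlation of 0.917 with them. Gene names came from the platform's table, which lists 17504 of the probe sets, and from Supplementary Tables S1 and S2, which name 603 more; the 18107 probe sets named in this way were tested. Tables S1 and S2 hold genes that changed in OX7.5, so the names they add are not a random sample of the array. Each KO line was compared with WT within a tissue by limma, with the spread estimated over the 3 lines together and p-values adjusted by the method of Benjamini and Hochberg. Counts at the paper's thresholds used an unadjusted p under 0.05 and a change of at least 1.5-fold from the same fit. Of 24 light-harvesting and Rubisco small-subunit genes listed as markers of green tissue, 4 were measured, all of them light-harvesting (LHCB) genes. Their median log2 fold change was -0.05 in KO1 roots (adjusted p = 0.542 from camera) and 0.09 in KO3 roots (adjusted p = 0.835). The 6 root marker genes measured, of 17 listed, had a median of 0.17 in KO1 shoots (adjusted p = 0.195) and 0.12 in KO3 shoots (adjusted p = 0.163). The number of arrays limits the precision of all comparisons.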

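UGT71B7 (AT3G21790, probe set 13452436) encodes a glucosyltransferase that can conjugate ABA and has close relatives in UGT71B6 and UGT71B8. In shoots its RMA log2 signal was 4.09 ± 0.36 (SD, n = 3 arrays) in WT, 2.25 ± 0.14 (SD, n = 3) in KO1 and 3.36 ± 0.20 (SD, n = 3) in KO3. The log2 fold change in KO1 shoots was -1.84 (standard error 0.20, adjusted p = 0.0068 from limma), a signal 3.59-fold lower than in WT. All KO1 shoot arrays were below all WT shoot arrays (exact permutation test, two-sided p = 0.1, the smallest that 3 arrays against 3 allow). In KO3 shoots the log2 fold change was -0.74 (standard error 0.20, adjusted p = 0.457). All KO3 shoot arrays (3.17 to 3.57) were also below all WT shoot arrays (3.69 to 4.37), with the same exact permutation p of 0.1. In roots, where the WT signal of 2.09 ± 0.05 (SD, n = 2) lay below the medians of all root arrays, the log2 fold changes were -0.42 in KO1 (adjusted p = 0.636) and -0.40 in KO3 (adjusted p = 0.524). The KO1 shoot call ended with an unmoderated linear model (adjusted p = 0.0894) and in a fit of the KO1 and WT shoot arrays alone (adjusted p = 0.0678).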

The expression of genes encoding enzymes involved in ABA biosynthesis or ABA catabolism was not changed significantly, except 4-fold downregulation of UGT71B7 in shoots of KO1. This result suggested that ABA metabolism was rather unaffected in OX and KO lines. 

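Of 11 genes of ABA catabolism and conjugation in Supplementary Table S5, 5 were named on the array, while none of its 13 genes of ABA biosynthesis was. Apart from UGT71B7 in KO1 shoots, none of the 5 passed an adjusted p under 0.05 from limma in either line or tissue. When adjusted over the list alone, 1 was lower in KO1 shoots, 1 in KO3 shoots and none in roots. AtBG2/BGLU33, a glucosidase that can release ABA from its glucose ester, had a log2 fold change of -0.83 in KO1 shoots (standard error 0.30, adjusted p = 0.407) and 0.00 in KO3 shoots (standard error 0.30, adjusted p = 0.999). UGT71C5, a further ABA glucosyltransferase, had log2 fold changes of -0.08 in KO1 shoots (adjusted p = 0.853) and -0.13 in KO3 shoots (adjusted p = 0.998). UGT71B6, UGT71B8 and UGT71C5 had low signals, with WT means of 1.55, 1.39 and 1.25 in shoots, below the medians of all shoot arrays. UGT71B6 has a second probe set on the array, and the probe set with the higher mean was used. The catabolism genes as a group had a median log2 fold change of -0.08 in both KO1 shoots (adjusted p = 0.218 from camera) and KO3 shoots (adjusted p = 0.179), -0.05 in KO1 roots (adjusted p = 0.507) and -0.17 in KO3 roots (adjusted p = 0.376). In KO1 shoots, where the mean of the 5 genes was -0.53, fry gave an adjusted p of 0.0345 for a change in 1 direction, carried by UGT71B7 and AtBG2/BGLU33, with the other 3 genes between -0.08 and 0.10; camera with an estimated correlation gave an adjusted p of 0.801. DTX50, an ABA exporter and the only 1 of 7 transport genes named, had log2 fold changes of 0.71 in KO1 roots (standard error 0.46, adjusted p = 0.714) and 0.85 in KO3 roots (standard error 0.46, adjusted p = 0.523).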

To verify this conclusion, we assayed the level of endogenous ABA and its degradation products, PA and DPA in shoots of 4-week-old plants. The levels of PA and DPA were significantly lower in both OX lines than in the WT and KO lines, however, the levels of ABA were similar in all lines (Fig. 4, Supplementary Fig. S5). Therefore, we conclude that the gene expression changes observed in the shoots of OX7.5 did not results from increased ABA production or accumulation but from enhanced ABA sensing and/or signalling.

**Figure 4:**
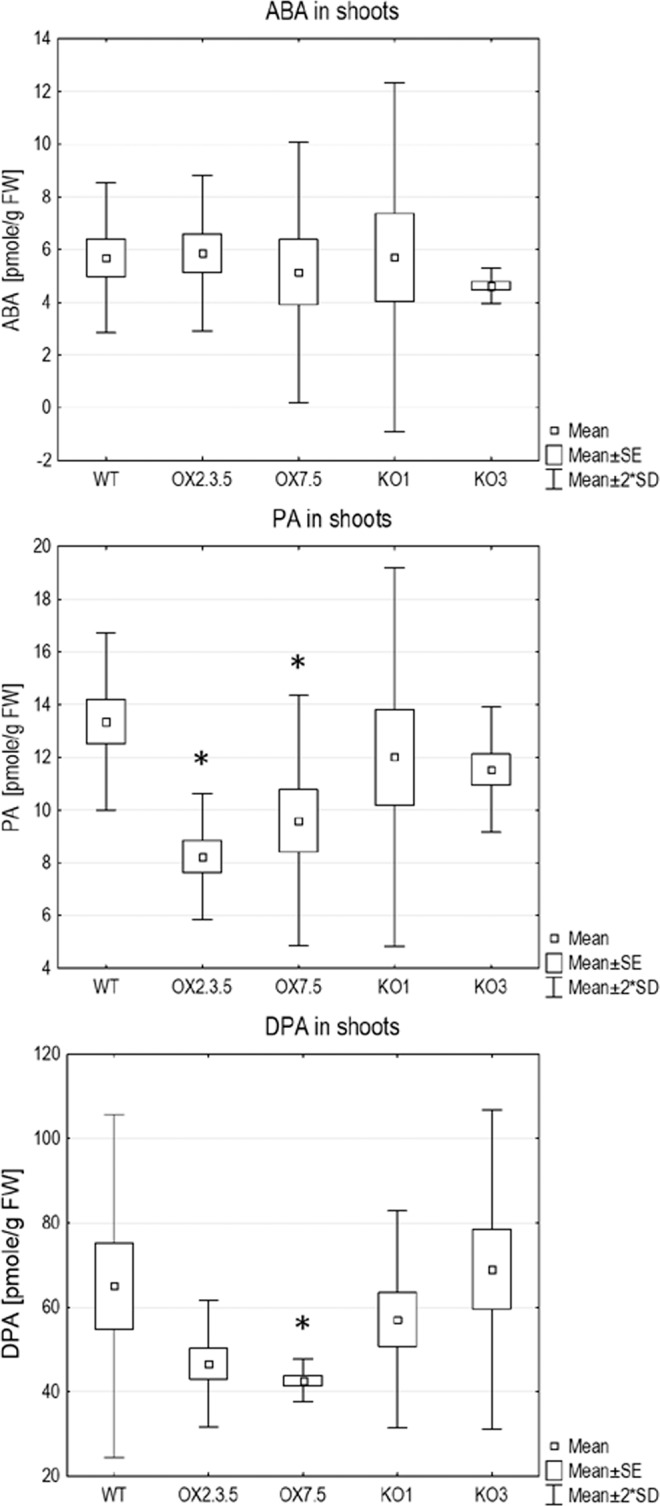
The level of abscisic acid (ABA), phaseic acid (PA) and dihydrophaseic acid (DPA) in shoots of WT, OX and KO lines. The asterisks indicate values significantly different (p < 0.05) from the WT. The difference was assessed using the Fisher’s LSD test (Supplementary Fig. S5).

Differences in seed germination suggest that OX lines have increased ABA sensitivity. Since ABA is known to regulate seed germination, we decided to check if the presumed enhanced ABA signalling in OX lines would have an impact on this process. Indeed, germination was delayed in OX seeds relative to WT seeds, but only in freshly collected batches of seeds (Fig. 5A). Such differences in germination disappeared when seeds were stored for as little as 10 days and when fresh seeds were kept at 4 ^o^C for 3–5 days before sowing. Besides, the OX lines were slightly more sensitive to ABA during germination. These results suggest an increase in seed dormancy due to AtNBR1 overexpression. Subsequently we monitored expression of several ABA related transcripts in fresh and cold-stratified seeds. We found that many of them were misregulated in both fresh and cold-stratified seeds of OX7.5 and OX2.3.5 lines (Fig. 5B, Supplementary Fig. S6). In some cases (*PGIP1*, *PGIP2*, *EM1*, *ARR15* and *ARR4*) the changes in gene expression were similar in the two OX lines, but in others the differences between the lines were quite substantial. For example, *ABI4* was similarly expressed in the WT and OX2.3.5 lines, but strongly enhanced in cold-stratified OX7.5 seeds. Since it was difficult to correlate the observed transcriptional changes with germination delays observed in fresh seeds from the OX lines, so the exact role of AtNBR1 during seed germination requires further investigation. Surprisingly, the stratified seeds from OX lines had lower level of ABA than those from WT (Fig. 5C, Supplementary Fig. 7). These results suggest that AtNBR1 overexpression enhances ABA signalling.

**Figure 5:**
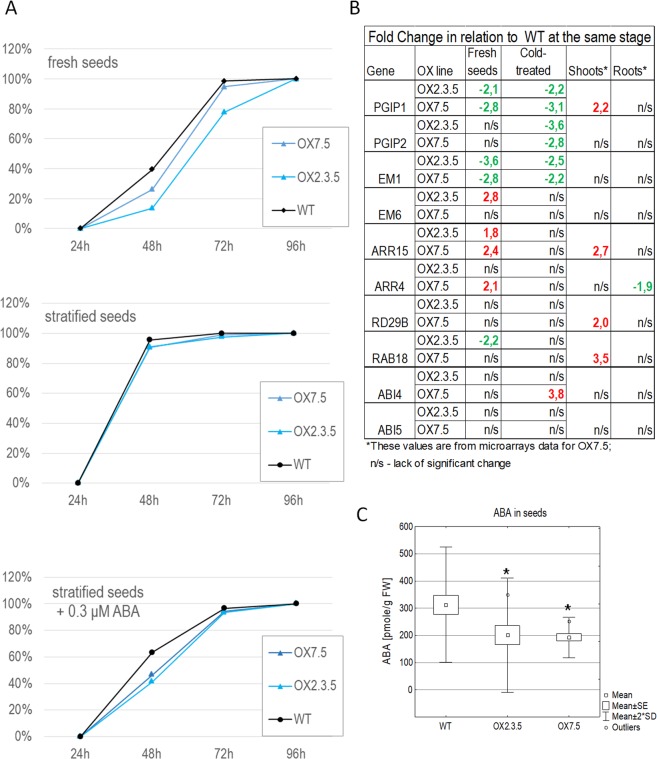
AtNBR1 overexpression modulates seed germination. (**A**) The results of one representative experiments are shown. Several independent experiments with different batches of seeds were conducted. The consistent differences in germination between the lines were observed in each experiment, however the percentages of germinated seeds varied, what hinders the statistical analysis of the germination results as an average from all experiments. (**B**) The relative levels of ABA-related transcripts in fresh and stratified WT and NBR1-OX seeds, assayed using RT-qPCR. (**C**) ABA level in the seeds. The asterisks indicate values significantly different (p < 0.05) from the WT. The difference was assessed using the Tukey’s HSD test (Supplementary Fig. S7).

Reduction of stomatal opening in OX lines. Endogenous ABA is considered a main regulator of stomatal movement. Examination of stomatal aperture in seedlings in the absence of ABA indicated that the lines overexpressing AtNBR1 had significantly reduced stomatal aperture than the WT and KO lines (Fig. 6A, Supplementary Fig. S8). This result supports our assumption that NBR1 overexpression enhances ABA-related responses. Interestingly, the application of ABA stimulated stomatal closure in all investigated lines, however, the difference in the KO lines between the ABA-treated and non-treated material was statistically insignificant. These results suggest that NBR1 might be also involved in modulation of ABA-dependent stomata movement. In addition, a high concentration of yellow fluorescent protein (YFP) in guard cells of the transgenic line overexpressing *NBR1-YFP* points to an involvement of AtNBR1 in stomatal movement (Fig. 6B).

**Figure 6:**
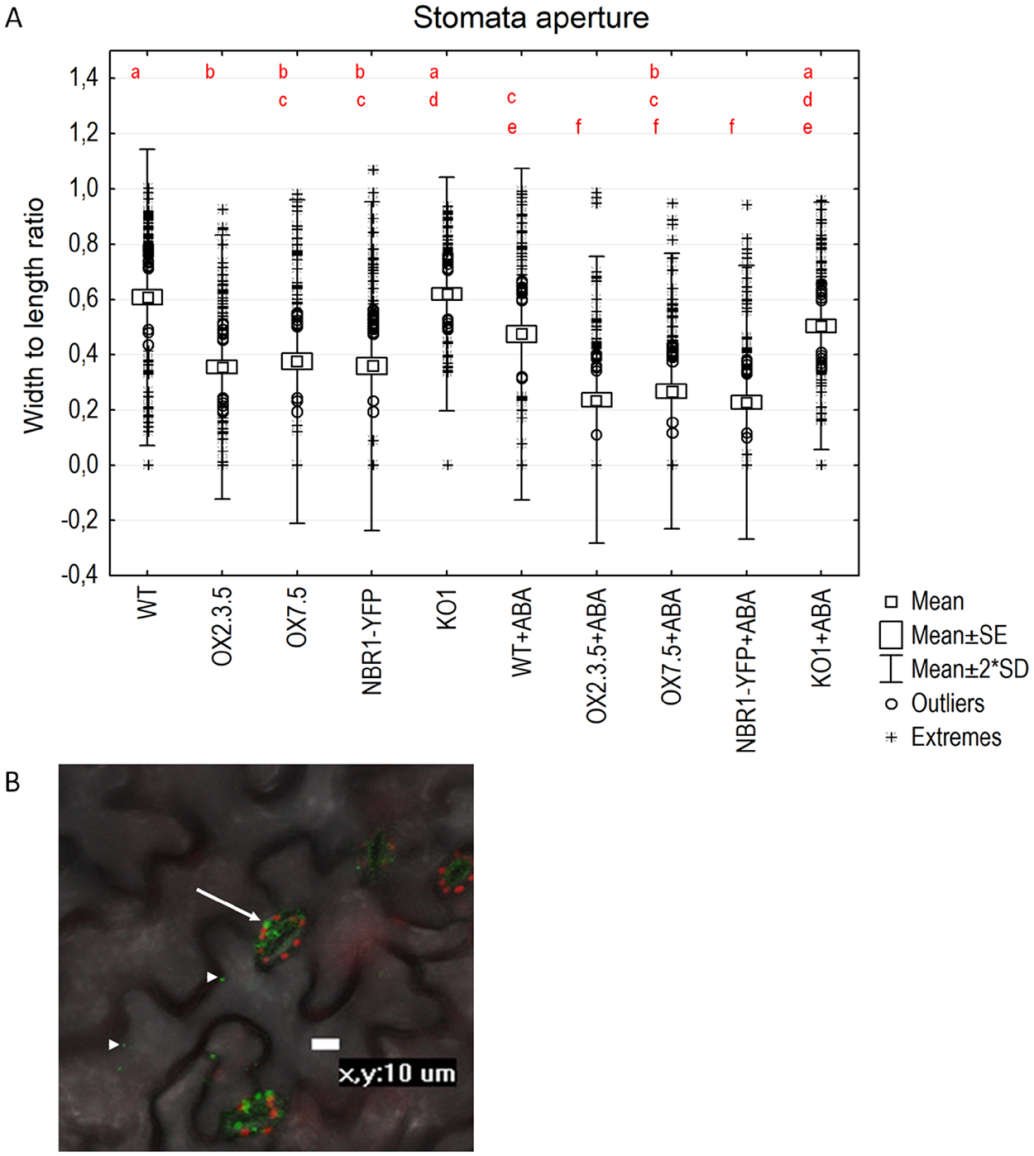
AtNBR1 overexpression reduces stomata aperture. (**A**)The results are calculated from 100 stomata per line per the treatment. The statistically significant differences are indicated by different letters. The difference was assessed using the Tukey’s HSD test (Supplementary Fig. S8). (**B**) Localisation of green fluorescence in transgenic *A. thaliana* seedlings overexpressing NBR1-YFP. Chloroplasts are shown in red. The arrows indicate strong signals in the stomata. The arrowheads indicate signals in the epidermal cells.

Enhanced lateral roots initiation in KO lines. The OX and KO lines did not show significant differences from the WT in primary roots growth in the absence or presence of 10 and 20 µM ABA (results not shown). However, some interesting differences were found in lateral root formation in 10-day-old seedlings grown in a hydroponic medium. Several sites of lateral root initiation (1–4 per root) were found in the KO lines, but no such sites were observed in the WT and OX lines. The location of initiation sites varied, with no apparent rule or preferred location (Fig. 7A). No differences between the lines were observed in this experiment with respect to primary root length (Fig. 7B), thus the increased formation of lateral roots in the nbr1-KO lines cannot be attributed to differences in the size or developmental stage of the primary roots.

**Figure 7:**
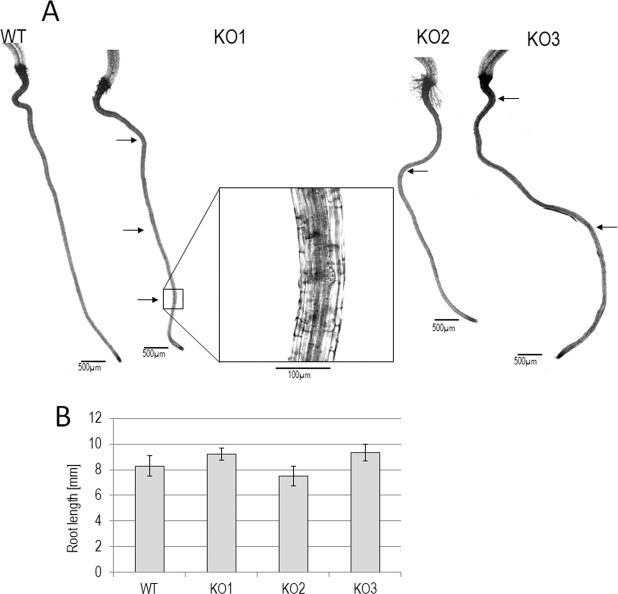
Lateral root initiation sites in 10-day-old seedlings grown in a liquid medium. (**A**) Typical examples of roots are shown with the position of the lateral root initiation sites marked with arrows. One site is shown at greater magnification to show details of the lateral root initiation site. The sites were present only in the KO lines. (**B**) The average length of the primary roots with standard deviations (SD) indicated (N = 5).

### NBR1 interacts with regulators of ABA signalling

The response to ABA is regulated by a complex network including transcriptional factors, of which the best known are ABI3, ABI4 and ABI5 (ABA-insensitive 3, 4 and 5, respectively), whose direct targets have already been identified^57,58^. Transcript analysis of genes directly regulated by ABI3, ABI4 and ABI5 indicated that only some of them were differently expressed in OX7.5; based on these results it is impossible to identify the (single) factor responsible for the gene expression changes in OX7.5. Given that AtNBR1 acts as a selective autophagy cargo receptor it seemed probable that it would interact physically with some transcriptional regulators of ABA signalling. We therefore tested whether ABI3, ABI4 and ABI5, interact with AtNBR1 in a bimolecular fluorescence complementation (BiFC) *in planta* experiment. Indeed, AtNBR1 can interact with all of them. Interestingly, binding to ABI3 and ABI4, in contrast to ABI5 binding, did not require the ubiquitin-associated (UBA) domain of AtNBR1 (Fig. 8A) that is involved in binding to Ub-tagged proteins^28^. This implies that binding of NBR1 to ABI5 probably requires prior ubiquitination of ABI5, whereas binding of NBR1 to ABI3 and ABI4 appears to be independent of ubiquitination. The binding of ABI3 and ABI4 to both forms of NBR1 (full-length NBR1 and NBR1ΔUBA) was confirmed by the pull-down assay using the recombinant proteins purified from *E.coli* cells (Fig. 8B, Fig. S9). The pull-down assay did not confirm the binding of ABI5 to NBR1 highlighting the importance of potential ubiquitination for such interaction. Further clarification of the significance and molecular details of the NBR1-ABI3, NBR1-ABI4 and NBR1-ABI5 interactions and the physical binding of NBR1 to other proteins of the ABA signal transduction pathway is required.

**Figure 8:**
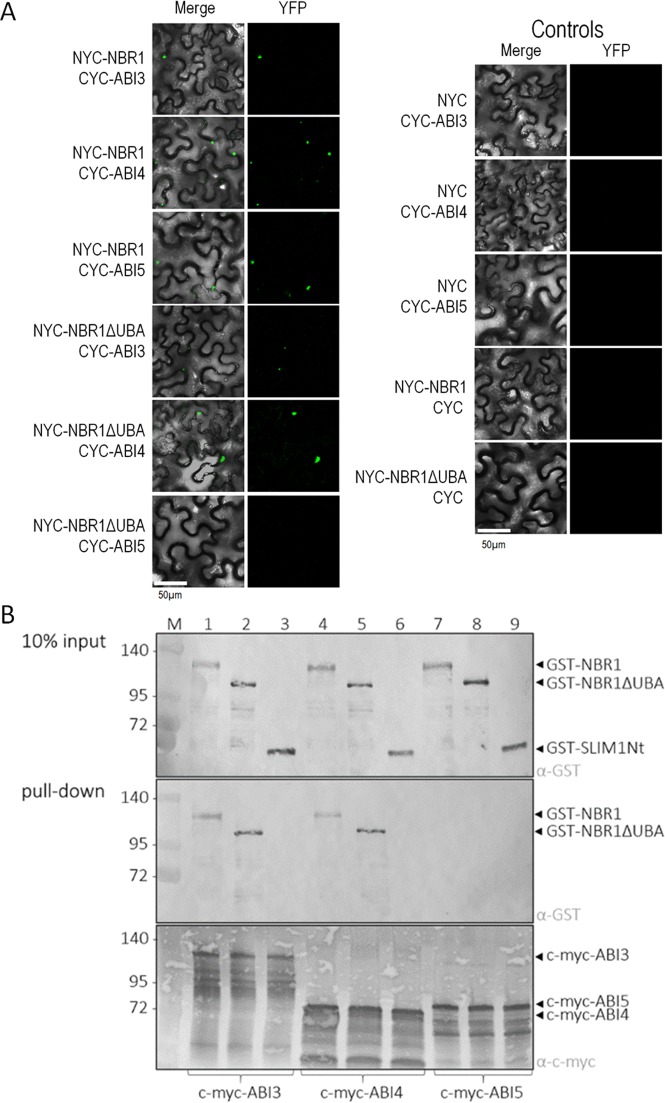
NBR1 interacts with ABI3, ABI4 and ABI5. (**A**) Results of BiFC experiments using full-length NBR1 or NBR1 with a C-terminal deletion of 87 amino acids (NBR1ΔUBA) and ABI3, ABI4 or ABI5. Interaction was considered to have taken place if a YFP signal is detected. (**B**) Pull-down assays using GST and c-myc-tagged proteins expressed in *E. coli*. Precipitated proteins were detected by immunoblotting. Input shows the presence of the GST-tagged proteins in crude extracts. After affinity purification through the anti-c-myc gel with attached ABI3, ABI4, or ABI5, the GST-tagged proteins NBR1 and NBR1ΔUBA (lanes 1, 4 and 2, 5, respectively) are detected due to interaction. There is no interaction detected between ABI5 and NBR1 nor NBRΔUBA (lanes 7 and 8, respectively). The negative controls, SLIM1Nt with the GST-tag are shown in lanes 3, 6 and 9. The molecular marker (M) with the size (kDa) of the proteins is indicated. Expected sizes of the fusion proteins: c-myc-ABI3, 109 kDa; c-myc-ABI4, 66 kDa; c-myc-ABI5, 77 kDa; GST-NBR1, 103 kDa; GST-NBR1ΔUBA, 93 kDa; GST-SLIM1Nt, 62 kDa. The primary antibodies recognizing the GST and myc tags are indicated as α-GST and α-myc, respectively.

## Discussion

The aim of this study was to characterise the NBR1-OX lines and compare their leaf and root transcriptomes with those of the WT. We report for the first time the existence of crosstalk between AtNBR1 and ABA signalling (Fig. 2). Two hubs of the interaction network of the differentially expressed genes (DEGs) in OX7.5 are involved in ABA signalling pathway: (i) ABI5 (AT2G36270, bZIP TF), which is the main regulator of ABA signalling and is also involved in controlling seed dormancy and germination^38,59^ and (ii) AIB1 (AT1G10585, bHLH TF), which has been identified as an element of the SnRK3 (SnRK3.15/SnRK3.22) network and as a central hub of the ABA-regulated transcriptional network^55^. In fact, other elements of the SNRK3 network were also identified as hubs in our interaction network: SR1 (AT5G01820, SnRK3.15), RGL3 (AT5G17490, DELLA family), and MYB49 (AT5G54230). RGL3 integrates ABA, auxin and gibberellin (GA) signalling^60–63^, whilst MYB49 has recently been linked with cadmium resistance^64^.

We then examined the potential effects of NBR1 overexpression on ABA-regulated processes, such as seed germination and regulation of stomata aperture and root growth. Delayed germination of OX lines’ fresh seeds (Fig. 5) could be attributed to their enhanced ABA sensitivity, despite displaying lower amount of ABA in the seeds (Fig. 5C). Stomatal closure was also significantly enhanced in three independent AtNBR1 overexpressors (Fig. 6A). In line with the positive role of AtNBR1in ABA signalling, the reduced expression of several ABA-up regulated genes were observed in shoots of two KO lines (Fig. 3). Moreover, the careful microscopic investigation of the roots of seedlings grown in a hydroponic medium indicated the presence of several lateral root initiation sites (from 1 to 4 per plantlet) in all the seedlings from all three tested deletions lines (KO1-3) (Fig. 7). In contrast, such sites were almost absent from WT and OX seedlings grown under the same conditions (liquid medium). These results, along with the lack of evidence for an increase in ABA level in the shoots of OX lines, strongly suggest that AtNBR1 is involved in modulating ABA signalling. 

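Of the 446 genes that Supplementary Table S5 lists as ABA-regulated, without marking whether ABA raises or lowers them, 241 were measured. At the paper's thresholds, 32 of the 241 were downregulated and 4 upregulated in KO1 shoots, and 11 were downregulated and 11 upregulated in KO3 shoots. In both lines together, 10 were downregulated and 3 upregulated. By the paper's own values, 21 of the 446 genes were lower and 3 higher in shoots of both lines. Of these, 8 lower and 3 higher genes were measured here. In KO1 shoots 25 of its 43 lower and 4 of its 5 higher genes were measured. In KO3 shoots 8 of its 22 lower and 5 of its 10 higher genes were measured. The measured part thus underrepresents the genes that the paper found lower. Over all 18107 probe sets tested, 1104 were lower and 76 higher in KO1 shoots, and 267 were lower and 219 higher in KO3 shoots. In both lines 247 were lower and 31 higher. The excess of lower over higher genes in KO1 and in both lines was thus not particular to the ABA-regulated genes. As shares of the 241 genes and of the 18107 probe sets, however, lower and higher genes were both more frequent among the ABA-regulated genes. This held in KO1, in KO3 and in both lines, and the difference in shares was not tested. AT1G48100, of a polygalacturonase family, was the only gene of the list past an adjusted p under 0.05 in both lines, with log2 fold changes of -2.61 in KO1 (standard error 0.20, adjusted p = 0.00209 from limma) and -2.09 in KO3 (standard error 0.20, adjusted p = 0.00704). In KO1 shoots 1 more gene passed, AT4G27657, at -2.02 (standard error 0.31, adjusted p = 0.0433); in KO3 it was at -1.56 (adjusted p = 0.197). These genes and the other genes named from the list were chosen for naming after their values were seen. When adjusted over the list alone, 3 genes were downregulated and none upregulated in KO1 shoots, and 3 were downregulated and 1 upregulated in KO3 shoots. AT4G30470, related to cinnamoyl-CoA reductases, was among the 10 genes lower in both lines, at -2.12 in KO1 (adjusted p = 0.117) and -1.69 in KO3 (adjusted p = 0.429). AT5G61590, an AP2-domain transcription factor, was among the 3 higher in both, at 1.15 in KO1 (adjusted p = 0.149) and 1.02 in KO3 (adjusted p = 0.392). As a group the 241 genes did not pass the test against the other genes, with a median of -0.07 in KO1 shoots (adjusted p = 0.539 from camera) and 0.03 in KO3 shoots (adjusted p = 0.572). The test for changes in either direction gave an adjusted p of 0.00236 in KO1 and 9.78e-05 in KO3 (fry, mixed). Both lines were compared with the same WT arrays, which by itself makes their changes alike. Without KO1 shoots replicate 1, the KO1 counts were 26 lower and 11 higher and the counts for both lines 11 lower and 8 higher. From the lower expression of several ABA-upregulated genes in shoots of both KO lines (Fig. 3), set beside the stronger ABA responses of the OX lines, the lateral root initiation sites of the KO lines and the lack of evidence for more ABA in OX shoots, the paper proposes that AtNBR1 takes part in modulating ABA signalling.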

The OX lines showed enhanced ABA sensitivity, whereas ABA signalling seems to be reduced in KO lines, however it is yet unclear which stages of ABA regulation pathway are modulated by NBR1.

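The KO1 effect on the 17 ABA-induced genes measured differed between the tissues, with a median difference (shoots minus roots) of -1.37 on the log2 scale (adjusted p = 6.80e-04 from camera, adjusted p = 0.891 with an estimated correlation). None of the 17 genes passed this test alone, and 10 were lower in shoots relative to roots when adjusted over the list alone. In KO3 the median difference was -0.24 (adjusted p = 0.185), and none of the genes passed in either way. The KO3 list passed in 4 of 29 alternatives, with a lowest adjusted p of 0.0249 with array weights. The KO1 difference was -0.83 without KO1 shoots replicate 1 and -0.58 with quantile normalization, and the call ended with the gene names of the platform's table alone, a choice made after the data were seen (-0.51, adjusted p = 0.422). A direct comparison of KO1 with KO3 by limma called no gene in shoots or roots. An unadjusted p under 0.05 was found for 1211 genes in shoots and 595 in roots. With no difference, a share of about 0.05 of the 18107 probe sets tested would have one. The count in shoots was above that share and the count in roots below it. Of the regulators that Supplementary Table S5 lists for protein degradation in the ABA pathway, 17 of 46 were measured, and none passed the test in either line or tissue, nor when adjusted over the list alone. Their median log2 fold change was -0.19 in KO1 shoots (adjusted p = 0.375 from camera), -0.04 in KO3 shoots (adjusted p = 0.84), -0.08 in KO1 roots (adjusted p = 0.557) and -0.10 in KO3 roots (adjusted p = 0.265). HAI2, the only 1 of 9 group A phosphatases named on the array, had log2 fold changes between -0.25 (KO1 shoots, adjusted p = 0.633) and 0.07 (KO3 shoots, adjusted p = 0.998). Its WT mean in shoots was 1.36, below the medians of all shoot arrays. ABF1, a transcription factor of ABA-responsive elements and the only 1 of 7 listed transcription factors named, had log2 fold changes of 1.02 in KO1 roots (standard error 0.30, adjusted p = 0.344) and 0.83 in KO3 roots (standard error 0.30, adjusted p = 0.347). None of the 14 ABA receptors or 10 SnRK2 kinases of the table was named on the array.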

Published data suggest that complex interplay among regulatory factors is responsible for the tested phenotypes. The main regulators, ABI3, ABI4 and ABI5, have been linked to seed dormancy^54,65,66^, stomata closure^67^ and initiation and growth of lateral roots^68,69^. Although the details of how AtNBR1 is involved in ABA signalling remain to be determined, the finding that AtNBR1 is capable of binding to ABI3, ABI4 and ABI5 *in planta* is the first report of such interaction (Fig. 8). It is unclear whether AtNBR1 affects the stability or function of these proteins and if it targets them at autophagosomes. ABI5 binds only a full-length AtNBR1, whereas ABI3 and ABI4 also binds truncated AtNBR1 (without UBA domains; NBR1ΔUBA), which suggests that ABI3 and ABI4 may not need to be ubiquitinated in order to interact with AtNBR1; it is possible that a different type of interaction from the classical ‘ubiquitinated target - autophagy receptor’ is involved. Despite of the interaction of AtNBR1 with ABI3, ABI4 and ABI5, we failed to detect significant changes of expression of direct targets of ABI3, ABI4 or ABI5 that had been identified before^57,58^. Instead, interaction network analysis indicated that the AIB1 (AT1G10585) and SnRK3 networks act as important for regulation of the OX DEGs. It is also possible that AtNBR1 acts as an autophagy receptor for other elements of the ABA pathway, for example it could stimulate autophagic degradation of some of the PP2C phosphatases that act as negative regulators of ABA signalling^40^.

In summary, our results indicate that OX lines are oversensitive to ABA. Based on the observed interaction between AtNBR1 and such ABA-related transcription factors as ABI3, ABI4 and ABI5, it is tempting to speculate that AtNBR1 is involved in maintaining the balance of the regulatory elements involved in ABA signalling, however, we cannot exclude that it could also fine tune other key elements of ABA sensing/signalling pathway. In a hypothetical model we propose that the observed enhancement of ABA signalling in the OX lines is due to direct modulation of the ABA pathway by AtNBR1 (Fig. 9). However, our recent results suggest that AtNBR1 overexpression enhances autophagy and modulates ribosome function^70^. Therefore, we cannot exclude that AtNBR1 overexpression can also modulate other aspects of TOR signalling, acting upstream or downstream of TOR, or at both levels.

**Figure 9:**
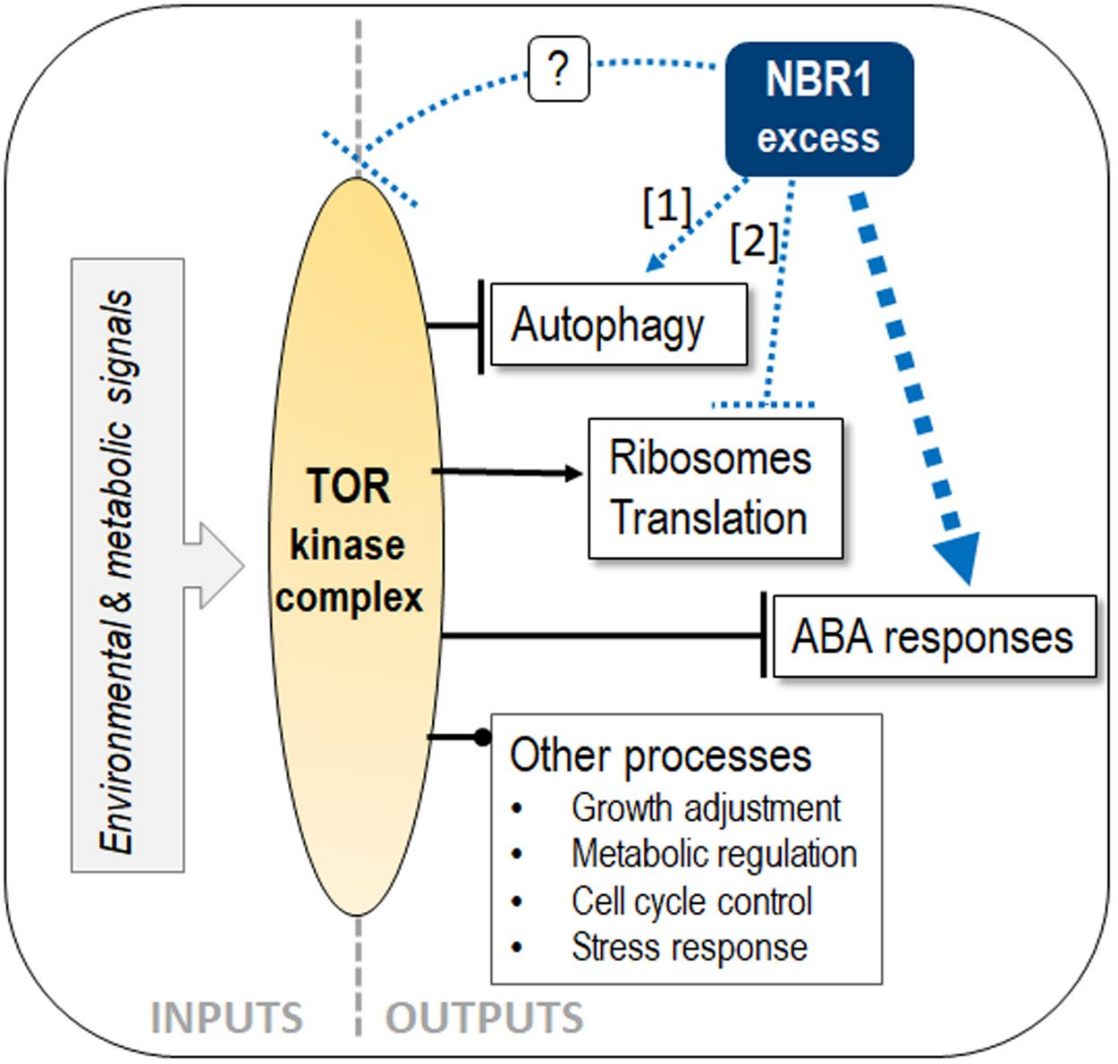
Hypothetical model of NBR1 involvement in balancing ABA and TOR signalling pathways in plants. TOR complex negatively regulates autophagy and ABA signalling. Excess of NBR1 can stimulate ABA signalling via modulation of the ABA pathway (blue thick arrow), possibly increasing the number of autophagosomes [1], modulating ribosomes function or translation [2], however, it might also act indirectly, by inhibiting the TOR activity (dotted line with question mark).

## Materials and methods

### Plant material

The plant lines used in this study are described in Table 1 and Supplementary Fig. S1.

**Table 1:** Arabidopsis thaliana lines used in this study. All transgenic lines were generated by *Agrobacterium*-mediated genetic transformation of the WT.

Line	Description (resistance marker in plants)	Source
Col-0 (WT)	Parental line	NASC, Nottingham, UK
OX2.3.5	Constitutive overexpression of AtNBR1-TAP. Expression cassette was generated using the binary vector pYL436^78^. Transgene expression was positively verified in OX2.3.5 and OX7.5 but not in OX3.5 and OX4.5 (gentamycin)	This work; for more details see Fig. S1
OX3.5		
OX4.5		
OX7.5		
NBR1-YFP	Constitutive overexpression of AtNBR1-YFP. Expression cassette was generated using the binary vector pH7YWG2^79^ (hygromycin)	This work;
nbr1-KO1 (KO1) nbr1-KO2 (KO2) nbr1-KO3 (KO3)	Deletion in NBR1 gene were generated using the CRISPR/Cas9 method^80^. The genomic regions covering the deletions were amplified and sequenced. The transgenic inserts were crossed-out from the homozygous KO	This work; see also Supplementary Fig. S1E and S1F

### Plant growth conditions

The composition of the plant media, 0.5 x Hoagland (used in most experiments) and 0.5 x AB (used only for the microarray experiment with OX line) is provided in Supplementary material (Table S6). Seeds were dry sterilised as described previously^71^ and placed on the solid medium with 0.8% Agargel (Sigma-Aldrich Sp. z o.o., Poland). All seeds were usually stratified (4 days, 4 ^o^C) unless specified differently, and maintained in a growth chamber. Germinated seeds were counted in the indicated time (24, 48, 72 and 96 h) after sowing. A seed was considered to have germinated when the radicle had ruptured the endosperm and testa. Germination experiments were repeated 3–4 times, with 20–30 seeds from each line per condition, using independent batches of seeds. The seedlings and plants used for microscopic observations and for collection of shoot and root tissue were usually grown in hydroponic condition. Plant material for transcript profiling was grown in Araponics boxes (Araponics, Belgium) (16 plants/box) kept in short day conditions (22 °C 8 h day/18 °C 16 h night) for about 4 weeks, with weekly changes of medium.

Isolation of RNA. Individual plants were divided into shoot and root tissue and frozen in liquid nitrogen. Portions of plant material, drawn from at least 3 plants, were homogenised in TRI Reagent (Molecular Research Centre, Cincinnati, OH, USA), and genomic DNA was removed with a RapidOut DNA removal kit (Thermo Fisher Scientific, Waltham, MA, USA). The quality, integrity and the concentration of RNA were evaluated using a Bioanalyzer 2100 (Agilent Technologies, Sana Clara, CA, USA) and a Nano Drop ND-100 (Thermo Fisher Scientific, Waltham, MA, USA) spectrophotometer. After the quality of the RNA preparations had been checked, cDNA was obtained by reverse transcription and used for real-time quantitative polymerase chain reactions (qPCR) and/or microarray analysis.

### Microarray analysis

Samples containing 100 ng total RNA that had passed the initial quality control test were reverse transcribed using the Ambion WT Expression Kit and labelled with the Affymetrix GeneChip WT Terminal Labelling Kit (Thermo Fisher Scientific, Waltham, MA, USA), according to the manufacturers’ protocols. Labelled cDNA probes were hybridised to the Affymetrix Arabidopsis Gene 1.1 ST Array Strips (Thermo Fisher Scientific, Waltham, MA, USA). Three independent biological replication of shoots and roots were analysed using the Affymetrix Gene Atlas system at the Laboratory of Microarray Analysis, Institute of Biochemistry and Biophysics of the Polish Academy of Sciences. Raw data were normalised and subjected to a three-way ANOVA to create lists of genes expressed differently in the biological variants (fold changes of at least ±1.5, p < 0.05).

### Oligonucleotides and plasmids

The list of oligonucleotides used as primers is provided in Supplementary Table S7. The list of plasmids used in this study is provided in Supplementary Table S8.

### Real-time quantitative polymerase chain reactions

The quantitative PCR (qPCR) was performed in a PikoReal Real-Time PCR System (Thermo Fisher Scientific, Waltham, MA, USA) with Luminaris Color HiGreen qPCR Master Mix (Thermo Fisher Scientific). Actin 2 (At3g18780), a constitutively expressed gene, was used to normalise the quantity of total RNA present in each sample. Relative gene expression levels were calculated using the delta-delta Ct method. Operator variance was assessed using qPCR in 3 biological replicates, each in triplicate.

### ABA assay

ABA level in seeds was assayed according to a previously published procedure^72^, using the Phytodetek ABA Test Kit (Agdia, Elkhart, IN, USA). The assay was done in 3 biological replicates, each performed as 3 technical replicates. ABA, PA and DPA level in shoots was assayed using the liquid chromatography coupled to mass spectrometry (LC-MS) method. The samples were flash frozen in liquid nitrogen. Plant hormones were extracted, purified and quantified according to reported procedures^73,74^. Briefly, samples were extracted with extraction buffer methanol/H_2_O/formic acid (15:4:1, v-v:v) supplemented with stable isotope-labelled internal standards (10 pmol per sample). The extracts were purified by solid phase extraction (SPE) using Oasis MCX cartridges (Waters, Milford, MA, USA). The SPE eluates were evaporated to dryness and pellets dissolved in 30 μl of 5% methanol in water (v/v). Quantification was done on an Ultimate 3000 high-performance liquid chromatograph (HPLC; Dionex, Bannockburn, IL, USA) coupled to a 3200 Q TRAP hybrid triple quadrupole/linear ion trap mass spectrometer (Applied Biosystems, Foster City, CA, USA).) using isotope dilution method. Data processing was carried out with Analyst 1.5 software (Applied Biosystems).

### Confocal microscopy

All observations were made using a Eclipse TE2000-E inverted confocal microscope (Nicon Instruments Inc., New Yourk, NY, USA). Acidic speckles (such as autophagosmomes) were stained for 15 min with 1 μg/ml acridine orange (Invitrogen), and observed using a 543 nm laser (helium-neon laser; Melles Griot, NY, USA) and 605/75 filter. Stomata were observed in visual light and counted using the saved photographs. Figures for stomatal aperture are based on results from at least 3 independent seedlings (at least 5 slides per plant). The leaves used to assess stomata were floated on the buffer (50 mM KCl, 0.1 mM CaCl_2_, 10 mM MES pH6.5) for 90 min. To assess the influence of ABA on stomata aperture the leaves were then transferred to buffer supplemented with 10 µM ABA for an additional 90 min. Fluorescence from NBR1-YFP was observed in fresh leaves using a 488 nm laser (Sapphire 488–20 CDRH, Coherent, Santa Clara, CA, USA) and 515/30 filter. Bimolecular fluorescence complementation (BiFC), used to test protein-protein interactions in plants, was monitored 2 days after agroinfiltration of *Nicotiana benthamiana* leaves with *Agrobacterium tumefaciens* cells (strain GV3101) transformed with the indicated combination of plasmids. The plasmids encoded the N-terminal (pSITE-nEYFP-C1) or C-terminal (pSITE-cEYFP-C1) part of YFP^75^ fused to the proteins or protein fragments being investigated. Bacteria were grown for 24 h at 28 °C in YEB medium supplemented with 10 μg/ml rifampicin and 50 μg/ml spectinomycin prior to agroinfiltration. Interactions were tested using a 488 nm laser (Sapphire 488–20 CDRH, Coherent, Santa Clara, CA, USA) and 515/30 filter. Seedlings for observation of lateral roots were stained with 0.05% Ruthenium red for 8 min and washed twice in H_2_O.

### Pull-down experiments

The plasmids encoding the N-terminal GST or c-myc tag linked to the proteins being investigated are listed in Supplementary Table S8. All GST and c-myc-tagged proteins were expressed in *Escherichia coli* Rosetta (DE3). Total proteins containing c-myc fusion proteins (ABI3, ABI4, ABI5) were extracted from bacteria by sonication in RIPA buffer (ThermoFisher Scientific, Waltham, MA, USA) supplemented with Proteinase Inhibitor Cocktail (Sigma-Aldrich Sp. z o.o., Poland) and purified on EZview Red Anti-c-myc Affinity Gel (Sigma-Aldrich Sp. z o.o., Poland) according to manufacturer’s protocol. Next, the crude extracts containing GST fusion proteins (NBR1, NBR1ΔUBA and control protein SLIM1Nt) were incubated with above prepared raisins in 4 °C overnight with gentle rocking. The raisins were washed 6 times with RIPA buffer, boiled with 2x SDS-PAGE gel loading buffer, subjected to SDS-PAGE and next immunoblotted using mouse monoclonal anti-GST IgG and anti-c-myc IgG (Sigma-Aldrich Sp. z o.o., Poland; Cat. No. G1160 and Santa Cruz Biotechnology Inc. Dallas, TX, USA; Cat. No. SC-40) as primary antibody and anti-mouse IgG conjugated to alkaline phosphatase (Sigma-Aldrich Sp. z o.o., Poland; Cat. No. A3562) as secondary antibody.

### Bioinformatic tools

The statistical significance of group differences was assessed with the Fisher’s Least Significant Difference (LSD) test of ANOVA or Tukey’s Honest Significant Difference (HSD) test, using Statistica 12 software (StatSoft Polska Sp. z o.o., Poland). Differences were considered significant at p < 0.05. Function was ascribed to the obtained lists of genes using the AgriGO v2.0 analysis tool [http://systemsbiology.cau.edu.cn/agriGOv2/] with TAIR10_2017 background and Plant GO Slim list of GO terms. Interaction networks were analysed with Cytoscape (ver. 3.7.1) software^76^ and visualised using the enhanced Graphics (ver. 1.2.0) plugin^77^.

## Supplementary information

Supplementary Information.

Supplementary Information.

## Data Availability

The transcriptomic data generated in this study are accessible through GEO Series accession numbers GSE122705 and GSE147124.

## References

[1] Batoko H, Dagdas Y, Baluska F, Sirko A (2017). Understanding and exploiting autophagy signaling in plants. Essays Biochem..

[2] Galluzzi L (2017). Molecular definitions of autophagy and related processes. EMBO J..

[3] Jacomin AC, Gul L, Sudhakar P, Korcsmaros T, Nezis IP (2018). What We Learned From Big Data for Autophagy Research. Front. Cell Dev. Biol..

[4] Liu F, Marshall RS, Li F (2018). Understanding and exploiting the roles of autophagy in plants through multi-omics approaches. Plant. Sci..

[5] Marshall RS, Vierstra RD (2018). Autophagy: The Master of Bulk and Selective Recycling. Annu. Rev. Plant. Biol..

[6] Wang P, Mugume Y, Bassham DC (2018). New advances in autophagy in plants: Regulation, selectivity and function. Semin. Cell Dev. Biol..

[7] Zientara-Rytter K, Sirko A (2016). To deliver or to degrade - an interplay of the ubiquitin-proteasome system, autophagy and vesicular transport in plants. FEBS J..

[8] Masclaux-Daubresse C, Chen Q, Have M (2017). Regulation of nutrient recycling via autophagy. Curr. Opin. Plant. Biol..

[9] Thompson AR, Doelling JH, Suttangkakul A, Vierstra RD (2005). Autophagic nutrient recycling in Arabidopsis directed by the ATG8 and ATG12 conjugation pathways. Plant. Physiol..

[10] Signorelli S, Tarkowski LP, Van den Ende W, Bassham DC (2019). Linking Autophagy to Abiotic and Biotic Stress Responses. Trends Plant. Sci..

[11] Suttangkakul A, Li F, Chung T, Vierstra RD (2011). The ATG1/ATG13 protein kinase complex is both a regulator and a target of autophagic recycling in Arabidopsis. Plant. Cell.

[12] Gonzalez A, Hall MN (2017). Nutrient sensing and TOR signaling in yeast and mammals. EMBO J..

[13] Robaglia C, Thomas M, Meyer C (2012). Sensing nutrient and energy status by SnRK1 and TOR kinases. Curr. Opin. Plant. Biol..

[14] Rexin D, Meyer C, Robaglia C, Veit B (2015). TOR signalling in plants. Biochem. J..

[15] Shi, L., Wu, Y. & Sheen, J. TOR signaling in plants: conservation and innovation. Development 145, 10.1242/dev.160887 (2018).10.1242/dev.160887PMC605366529986898

[16] Xiong Y, Sheen J (2015). Novel links in the plant TOR kinase signaling network. Curr. Opin. Plant. Biol..

[17] Saxton RA, Sabatini DM (2017). mTOR Signaling in Growth, Metabolism, and Disease. Cell.

[18] Dong P (2015). Expression profiling and functional analysis reveals that TOR is a key player in regulating photosynthesis and phytohormone signaling pathways in Arabidopsis. Front. Plant. Sci..

[19] Caldana C (2013). Systemic analysis of inducible target of rapamycin mutants reveal a general metabolic switch controlling growth in Arabidopsis thaliana. Plant. J..

[20] Salem MA (2018). RAPTOR Controls Developmental Growth Transitions by Altering the Hormonal and Metabolic Balance. Plant. Physiol..

[21] Kravchenko A (2015). Mutations in the Arabidopsis Lst8 and Raptor genes encoding partners of the TOR complex, or inhibition of TOR activity decrease abscisic acid (ABA) synthesis. Biochem. Biophys. Res. Commun..

[22] Wang P (2018). Reciprocal Regulation of the TOR Kinase and ABA Receptor Balances Plant Growth and Stress Response. Mol. Cell.

[23] Kim BW, Kwon DH, Song HK (2016). Structure biology of selective autophagy receptors. BMB Rep..

[24] Stolz A, Ernst A, Dikic I (2014). Cargo recognition and trafficking in selective autophagy. Nat. Cell Biol..

[25] Zaffagnini G, Martens S (2016). Mechanisms of Selective Autophagy. J. Mol. Biol..

[26] Kirkin, V. History of The Selective Autophagy Research: How Did It Begin and Where Does It Stand Today? J Mol Biol, 10.1016/j.jmb.2019.05.010 (2019).10.1016/j.jmb.2019.05.010PMC697169331082435

[27] Zhou J (2013). NBR1-mediated selective autophagy targets insoluble ubiquitinated protein aggregates in plant stress responses. PLoS Genet..

[28] Svenning S, Lamark T, Krause K, Johansen T (2011). Plant NBR1 is a selective autophagy substrate and a functional hybrid of the mammalian autophagic adapters NBR1 and p62/SQSTM1. Autophagy.

[29] Zientara-Rytter K (2011). Identification and functional analysis of Joka2, a tobacco member of the family of selective autophagy cargo receptors. Autophagy.

[30] Zientara-Rytter K, Sirko A (2014). Selective autophagy receptor Joka2 co-localizes with cytoskeleton in plant cells. Plant. Signal. Behav..

[31] Zientara-Rytter K, Sirko A (2014). Significant role of PB1 and UBA domains in multimerization of Joka2, a selective autophagy cargo receptor from tobacco. Front. Plant. Sci..

[32] Dagdas, Y. F. *et al*. An effector of the Irish potato famine pathogen antagonizes a host autophagy cargo receptor. Elife 5, 10.7554/eLife.10856 (2016).10.7554/eLife.10856PMC477522326765567

[33] Dagdas, Y. F. *et al*. Host autophagy machinery is diverted to the pathogen interface to mediate focal defense responses against the Irish potato famine pathogen. Elife 7, 10.7554/eLife.37476 (2018).10.7554/eLife.37476PMC602984429932422

[34] Hafren A, Hofius D (2017). NBR1-mediated antiviral xenophagy in plant immunity. Autophagy.

[35] Hafren A (2017). Selective autophagy limits cauliflower mosaic virus infection by NBR1-mediated targeting of viral capsid protein and particles. Proc. Natl Acad. Sci. USA.

[36] Hafren A (2018). Turnip Mosaic Virus Counteracts Selective Autophagy of the Viral Silencing Suppressor HCpro. Plant. Physiol..

[37] Rodriguez MC, Wawrzynska A, Sirko A (2014). Intronic T-DNA insertion in Arabidopsis NBR1 conditionally affects wild-type transcript level. Plant. Signal. Behav..

[38] Yoshida T, Mogami J, Yamaguchi-Shinozaki K (2015). Omics Approaches Toward Defining the Comprehensive Abscisic Acid Signaling Network in Plants. Plant. Cell Physiol..

[39] Yu F, Wu Y, Xie Q (2016). Ubiquitin-Proteasome System in ABA Signaling: From Perception to Action. Mol. Plant..

[40] Yang W, Zhang W, Wang X (2017). Post-translational control of ABA signalling: the roles of protein phosphorylation and ubiquitination. Plant. Biotechnol. J..

[41] Yu F (2016). ESCRT-I Component VPS23A Affects ABA Signaling by Recognizing ABA Receptors for Endosomal Degradation. Mol. Plant..

[42] Yu F, Xie Q (2017). Non-26S Proteasome Endomembrane Trafficking Pathways in ABA Signaling. Trends Plant. Sci..

[43] Vanhee C, Zapotoczny G, Masquelier D, Ghislain M, Batoko H (2011). The Arabidopsis multistress regulator TSPO is a heme binding membrane protein and a potential scavenger of porphyrins via an autophagy-dependent degradation mechanism. Plant. Cell.

[44] Antoni R (2012). Selective inhibition of clade A phosphatases type 2C by PYR/PYL/RCAR abscisic acid receptors. Plant. Physiol..

[45] Ma, Y. *et al*. Molecular Mechanism for the Regulation of ABA Homeostasis During Plant Development and Stress Responses. Int J Mol Sci 19, 10.3390/ijms19113643 (2018).10.3390/ijms19113643PMC627469630463231

[46] Saito S (2004). Arabidopsis CYP707As encode (+)-abscisic acid 8′-hydroxylase, a key enzyme in the oxidative catabolism of abscisic acid. Plant. Physiol..

[47] Priest DM (2006). Use of the glucosyltransferase UGT71B6 to disturb abscisic acid homeostasis in Arabidopsis thaliana. Plant. J..

[48] Lee KH (2006). Activation of glucosidase via stress-induced polymerization rapidly increases active pools of abscisic acid. Cell.

[49] Xu ZY (2012). A vacuolar beta-glucosidase homolog that possesses glucose-conjugated abscisic acid hydrolyzing activity plays an important role in osmotic stress responses in Arabidopsis. Plant. Cell.

[50] Kuromori T, Seo M, Shinozaki K (2018). ABA Transport and Plant Water Stress Responses. Trends Plant. Sci..

[51] Yoshida, T. *et al*. Insights into ABA-mediated regulation of guard cell primary metabolism revealed by systems biology approaches. Prog Biophys Mol Biol, 10.1016/j.pbiomolbio.2018.11.006 (2018).10.1016/j.pbiomolbio.2018.11.00630447225

[52] Harris JM (2015). Abscisic Acid: Hidden Architect of Root System Structure. Plants.

[53] Zhang H (2010). ABA promotes quiescence of the quiescent centre and suppresses stem cell differentiation in the Arabidopsis primary root meristem. Plant. J..

[54] Lopez-Molina L, Mongrand S, McLachlin DT, Chait BT, Chua NH (2002). ABI5 acts downstream of ABI3 to execute an ABA-dependent growth arrest during germination. Plant. J..

[55] Lumba S (2014). A mesoscale abscisic acid hormone interactome reveals a dynamic signaling landscape in Arabidopsis. Dev. Cell.

[56] Goda H (2008). The AtGenExpress hormone and chemical treatment data set: experimental design, data evaluation, model data analysis and data access. Plant. J..

[57] Monke G (2012). Toward the identification and regulation of the Arabidopsis thaliana ABI3 regulon. Nucleic Acids Res..

[58] Reeves WM, Lynch TJ, Mobin R, Finkelstein RR (2011). Direct targets of the transcription factors ABA-Insensitive(ABI)4 and ABI5 reveal synergistic action by ABI4 and several bZIP ABA response factors. Plant. Mol. Biol..

[59] Skubacz A, Daszkowska-Golec A, Szarejko I (2016). The Role and Regulation of ABI5 (ABA-Insensitive 5) in Plant Development, Abiotic Stress Responses and Phytohormone Crosstalk. Front. Plant. Sci..

[60] Piskurewicz U, Lopez-Molina L (2009). The GA-signaling repressor RGL3 represses testa rupture in response to changes in GA and ABA levels. Plant. Signal. Behav..

[61] Shi H, Liu W, Wei Y, Ye T (2017). Integration of auxin/indole-3-acetic acid 17 and RGA-LIKE3 confers salt stress resistance through stabilization by nitric oxide in Arabidopsis. J. Exp. Bot..

[62] Shu K, Zhou W, Chen F, Luo X (2018). & Yang, W. Abscisic Acid and Gibberellins Antagonistically Mediate Plant Development and Abiotic Stress Responses. Front. Plant. Sci..

[63] Shu K, Zhou W, Yang W (2018). APETALA 2-domain-containing transcription factors: focusing on abscisic acid and gibberellins antagonism. N. Phytol..

[64] Zhang P (2019). The R2R3-MYB Transcription Factor MYB49 Regulates Cadmium Accumulation. Plant. Physiol..

[65] Chen C (2014). ASCORBATE PEROXIDASE6 protects Arabidopsis desiccating and germinating seeds from stress and mediates cross talk between reactive oxygen species, abscisic acid, and auxin. Plant. Physiol..

[66] Gampala SS, Finkelstein RR, Sun SS, Rock CD (2002). ABI5 interacts with abscisic acid signaling effectors in rice protoplasts. J. Biol. Chem..

[67] Xie Y (2016). Arabidopsis HY1-Modulated Stomatal Movement: An Integrative Hub Is Functionally Associated with ABI4 in Dehydration-Induced ABA Responsiveness. Plant. Physiol..

[68] Mu Y (2017). BASIC PENTACYSTEINE Proteins Repress ABSCISIC ACID INSENSITIVE4 Expression via Direct Recruitment of the Polycomb-Repressive Complex 2 in Arabidopsis Root Development. Plant. Cell Physiol..

[69] Shkolnik-Inbar D, Bar-Zvi D (2010). ABI4 mediates abscisic acid and cytokinin inhibition of lateral root formation by reducing polar auxin transport in Arabidopsis. Plant. Cell.

[70] Tarnowski L (2020). Overexpression of the selective autophagy cargo receptor NBR1 modifies plant response to sulfur deficit. Cells.

[71] Zientara K (2009). Activity of the AtMRP3 promoter in transgenic Arabidopsis thaliana and Nicotiana tabacum plants is increased by cadmium, nickel, arsenic, cobalt and lead but not by zinc and iron. J. Biotechnol..

[72] Liu, N., Ding, Y., Fromm, M. & Avramova, Z. Endogenous ABA Extraction and Measurement from Arabidopsis Leaves. Bio Protoc 4 (2014).10.21769/bioprotoc.1257PMC482300527066522

[73] Dobrev PI, Hoyerova K, Petrasek J (2017). Analytical Determination of Auxins and Cytokinins. Methods Mol. Biol..

[74] Dobrev PI, Kaminek M (2002). Fast and efficient separation of cytokinins from auxin and abscisic acid and their purification using mixed-mode solid-phase extraction. J. Chromatogr. A.

[75] Martin K (2009). Transient expression in Nicotiana benthamiana fluorescent marker lines provides enhanced definition of protein localization, movement and interactions in planta. Plant. J..

[76] Shannon P (2003). Cytoscape: a software environment for integrated models of biomolecular interaction networks. Genome Res..

[77] Morris JH, Kuchinsky A, Ferrin TE, Pico A (2014). R. enhancedGraphics: a Cytoscape app for enhanced node graphics. F1000Res.

# Supplementary material for: A selective autophagy cargo receptor NBR1 modulates abscisic acid signalling in Arabidopsis thaliana
**Source:** Sci Rep. 2020 May 8;10:7778. doi: 10.1038/s41598-020-64765-z
**Supplement:** Supplementary file 1 — Supplementary Information.

**Supplementary Material**

**A selective autophagy cargo receptor NBR1 modulates abscisic acid signalling in *Arabidopsis thaliana***

Tarnowski L, Collados Rodriguez M, Brzywczy J, Piecho-Kabacik M, Krčkova Z, Martinec J, Wawrzynska A, Sirko A

**List of Supplementary Material**

**Supplementary Figures:**

Fig. S1. Details of the transgenic lines obtained in this work.

Fig. S2. GO enrichment charts for different groups of OX DEGs.

Fig. S3. The HUBs enrichment in DEGs plotted against number of interactions with DEGs.

Fig. S4. Changes of expression of ABA-downregulated genes in shoots and roots of OX7.5, KO1 and KO3 in comparison to WT.

Fig. S5. Statistical analysis of the ABA, PA and DPA assay by LC-MS method.

Fig. S6. The level of ABA-related transcripts in fresh and stratified (cold-exposed after sowing) seeds in relation to the transcript level in the fresh seeds of WT plants.

Fig. S7. Statistical analysis of the results of measurement of ABA level in seeds.

Fig. S8. Statistical analysis of the stomata aperture in different lines without ABA treatment and treated with 10 μM ABA.

Fig. S9. Non-cropped blots used in Fig. 8B.

**Supplementary Tables:**

Tab. S1. List of differentially expressed genes (DEGs) in shoots of OX7.5.

Tab. S2. List of differentially expressed genes (DEGs) in roots of OX7.5.

Tab. S3. List of hubs having interaction with at least 5 DEGs in OX7.5 (top hubs).

Tab. S4. List of genes included in the enriched network shown in Fig. 3A (enriched network).

Tab. S5. List of ABA-related genes and their expression in OX and KO lines.

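Supplementary Table S5 gives a fold change and a p-value for each gene in shoots and roots of each line, in 572 rows for 547 genes, of which 261 were named on the array here. For the 266 rows with a measured gene, its fold changes were matched within 0.02 on the log2 scale by differences of Tukey biweight averages of the RMA values in 99.6% (KO1 shoots), 97% (KO3 shoots), 99.2% (KO1 roots) and 94.4% (KO3 roots) of cases, with 2 WT arrays in roots; these averages were tried after the data were seen. Differences of means matched in 15.4% to 41.4%. In roots, 21 of the 241 ABA-regulated genes measured were upregulated and 8 downregulated in KO1 at the paper's thresholds, and 24 were upregulated and 8 downregulated in KO3. In both lines together, 18 were upregulated and 6 downregulated. At an adjusted p under 0.05 from limma, 4 were upregulated and none downregulated in KO1 roots, and 4 were upregulated and 1 downregulated in KO3 roots; when adjusted over the list alone these counts were 15 and 5 in KO1 and 12 and 5 in KO3. SIP1 (AT5G40390), annotated as a galactinol-sucrose galactosyltransferase, had log2 fold changes of 1.4 in KO1 roots (standard error 0.15, adjusted p = 0.0102) and 1.47 in KO3 roots (standard error 0.15, adjusted p = 0.0127). DREB2A, a transcription factor of the drought response named after its values were seen, was at 1.16 in KO1 (adjusted p = 0.14) and 1.00 in KO3 (adjusted p = 0.168). The downregulated gene past the adjusted threshold in KO3 was AT5G14120, of the nodulin family, at -1.17 (standard error 0.15, adjusted p = 0.0213). Without WT roots replicate 1, SIP1 no longer passed although its log2 fold changes were 1.41 in KO1 (standard error 0.20, adjusted p = 0.229) and 1.48 in KO3 (standard error 0.20, adjusted p = 0.13). No other gene of the list passed then, since limma called only NBR1 in KO1 roots and no gene in KO3 roots, where 562 genes met the paper's thresholds. As a group the 241 genes had a median of 0.03 in roots of both lines (adjusted p = 0.127 in KO1 and 0.376 in KO3 from camera). With names from the platform's table alone, an alternative chosen after the data were seen, 11 genes were upregulated in roots of both lines.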

Tab. S6. Plant media composition.

Tab. S7. Oligonucleotides used as primers.

Tab. S8. Plasmids used in this study.

Tables S6-S8 are included in this file; Tables S1-S5 are submitted separately as a single Microsoft Excel (.xlsx) file.

**Supplementary Figures (Fig. S1-Fig. S8)**

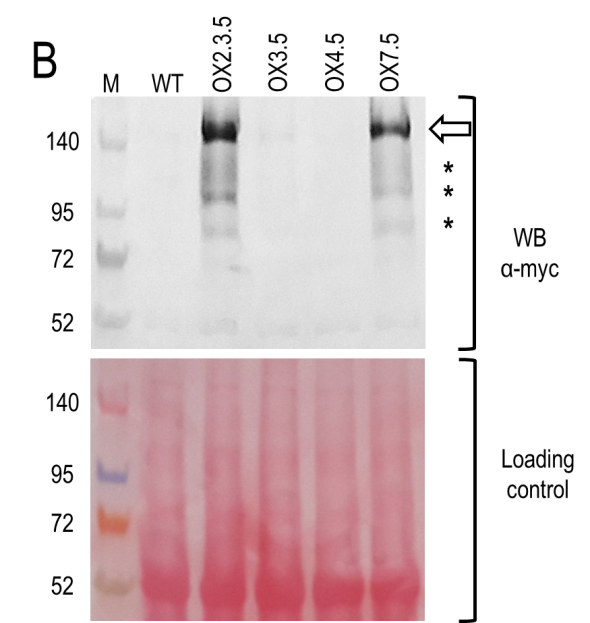

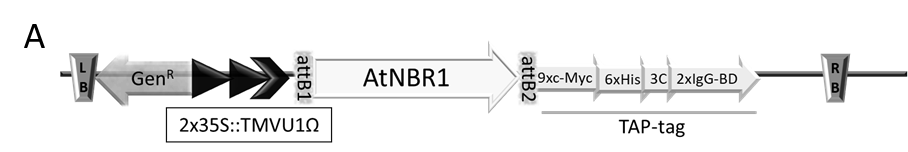

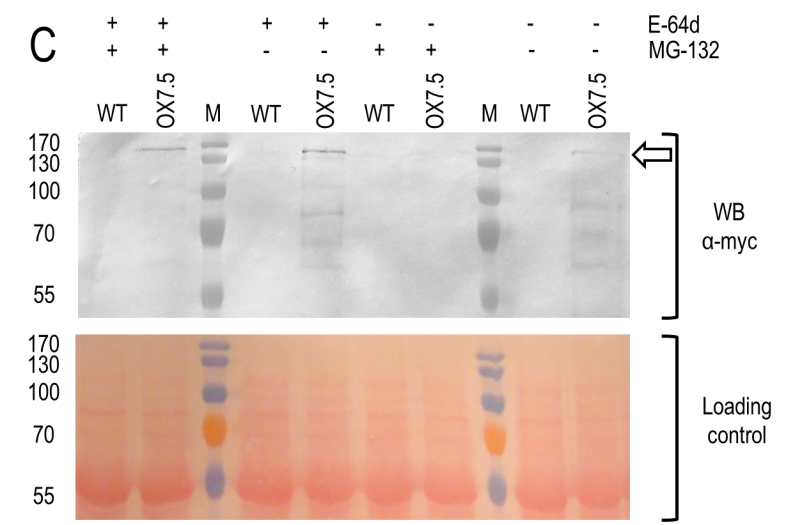

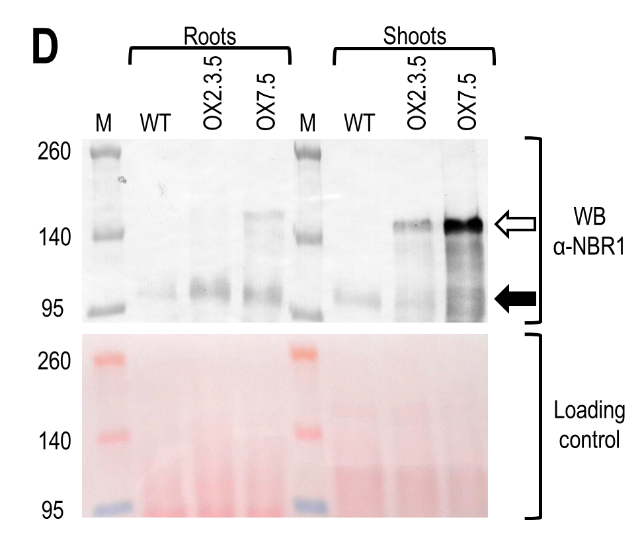

E

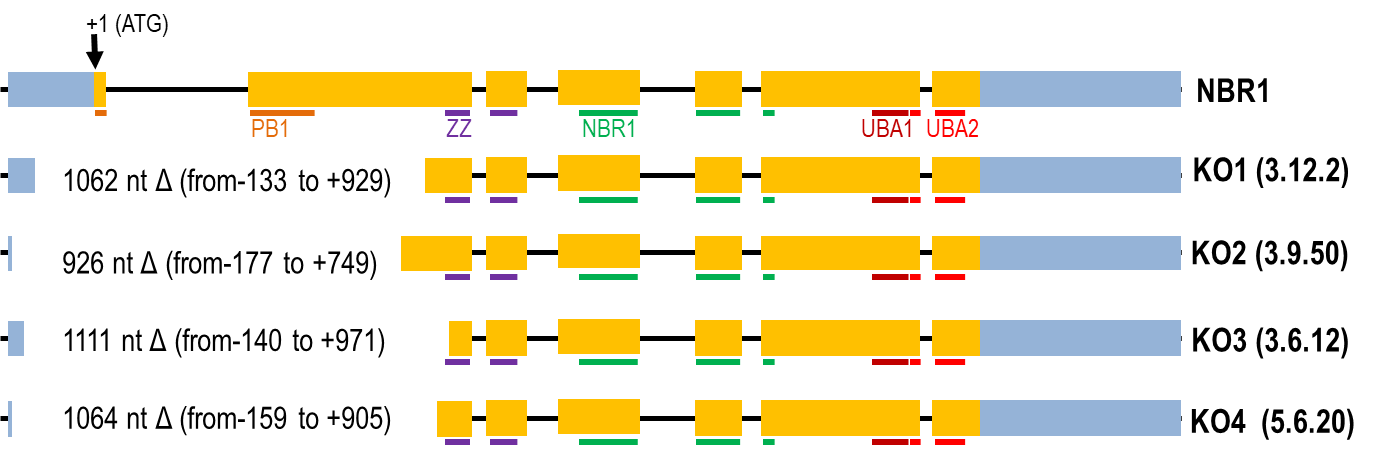

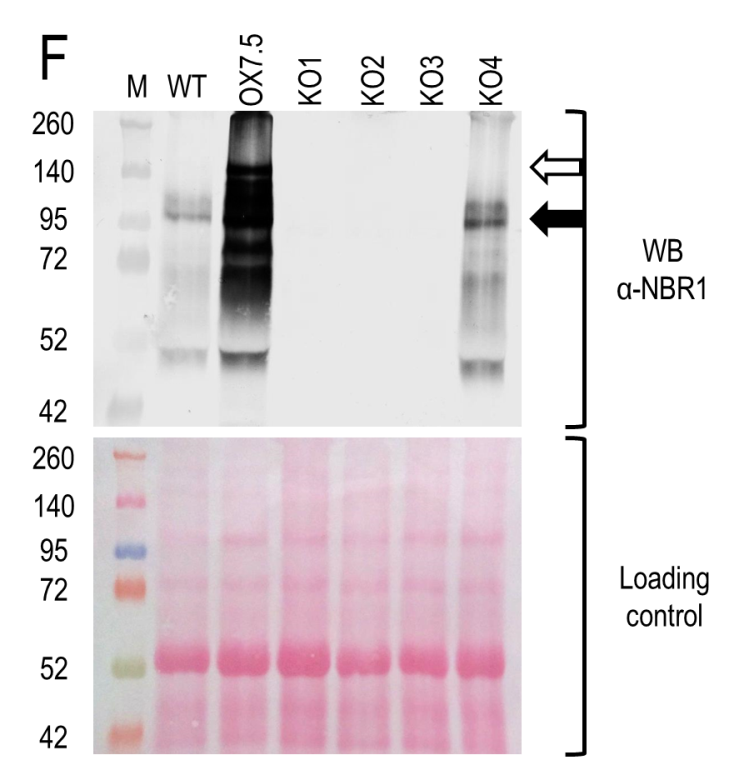

**Fig. S1. Details of the transgenic lines obtained in this work. (A)** Scheme of the T-DNA fragment present in the binary vector used to obtain the NBR1-OX (NBR1-TAP) lines. The vector elements are not drown to scale. AtNBR1, cDNA encoding the full length NBR1 without stop codon from *Arabidopsis thaliana*; GenR, gene coding for gentamycin resistance; LB, left border of T-DNA; RB, right border of T-DNA; attB1 and attB2, recombination sites; 2x35S::, two copies of the cauliflower mosaic virus promoter 35S; U1Ω, tobacco mosaic virus translational enhancer; TAP-tag, tandem-affinity purification tag composed of nine repetitions of the c-Myc epitope (9xc-Myc), 6 repetitions of His amino acid residue (6xHis), 3C protease cleavage site (3C) and two copies of the protein A IgG binding domain (2xIgG-BD). Nos ter, nopaline synthase terminator; T35S, terminator of the cauliflower mosaic virus. **(B)** The level of NBR1-TAP in 1-week-old seedlings. **(C)** Stability of NBR1-TAP in the presence of the autophagy inhibitor (E-64d) and the proteasome inhibitor (MG132). WB, western blot probed with the indicated primary antibodies; M, molecular marker. The loading control parts were stained with Ponceau S. The size of the marker (M) are indicated. NBR1-TAP and NBR1 are indicated by the white and black arrows, respectively. **(D)** The level of NBR1 in shoots and roots of 4-week-old plants grown hydroponically, determined by using anti-NBR1 antibodies. **(E)** The scheme of the deletions in nbr1-KO lines. yellow boxes, exons; blue boxes, UTRs, black lines, introns; the regions corresponding to the domains of NBR1 protein are indicated. **(F)** Example of the Western blot indicating the lack of NBR1 in the nbr1-KO lines. The nbr1-KO4 line, showing the presence of NBR1 is most probably heterozygous. It was discarded from the further analysis. Both the transgenic AtNBR1-TAP and the endogenous AtNBR1 proteins migrated slower than expected on sodium dodecyl sulphate-polyacrylamide gel electrophoresis (SDS-PAGE). The predicted sizes of AtNBR1-TAP and AtNBR1 were 110 kDa and 76 kDa, respectively, while their gel migration indicated sizes of about 140 kDa (and multiple bands below) and >100 kDa (double band), respectively. This apparent electrophoretic shift phenomenon of AtNBR1 was not investigated further experimentally; however, it suggested the possibility of posttranslational modifications, such as ubiquitination or sumoylation.

## Western blot analysis (Supplementary Method to Fig. S1)

For protein isolation, plant material (seedlings, leaves, roots) was homogenized in 100 μl extraction buffer (1M Tris-HCl, pH 8.0) with 1 μl Protein Inhibitor Cocktail (Sigma-Aldrich), and centrifuged at 13,000 rpm for 10 min at 4 °C. E64d (1μl from 10 mg/ml stock, APEBIO) and MG-132 (1 μl from 5 mM stock, Selleckchem) were added, if indicated. Proteins in the supernatant (50 µg/well) were separated on 8% SDS-PAGE gels, transferred to the nitrocellulose membrane (Bio-Rad), and visualized by staining with Ponceau S. Membranes were blocked with 5% non-fat dry milk and then probed with either mouse anti-Myc monoclonal IgG, or rabbit anti-AtNBR1 polyclonal IgG, generated against the N-terminal fragment of AtNBR1 consisting of 165 aa (custom-generated by GenScript), or anti-NBR1 (Agrisera, cat nr. AS142805A). Goat anti-mouse IgG (Sigma-Aldrich) and goat anti-rabbit IgG (Sigma-Aldrich) coupled to alkaline phosphatase were used as secondary antibodies, respectively. Protein bands were visualized by adding 5 mL 5-bromo-4-chloro-3-indolyl phosphate/nitro blue tetrazolium (BCIP/NBT) Solution (BioShop) at room temperature.

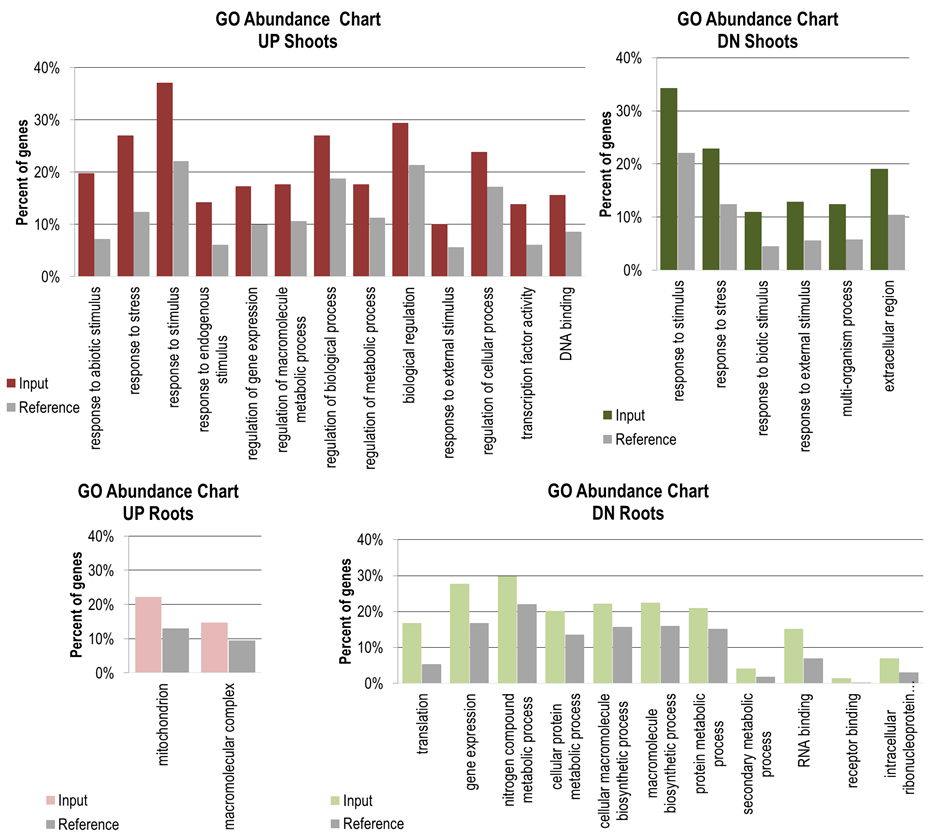

**Fig. S2. GO enrichment charts for different groups of OX DEGs.**

**Fig. S3. The HUBs enrichment in DEGs plotted against number of interacting DEGs.** Most enriched hubs are colored in red, pointed with arrows and labeled while remaining hubs are shown in grey.

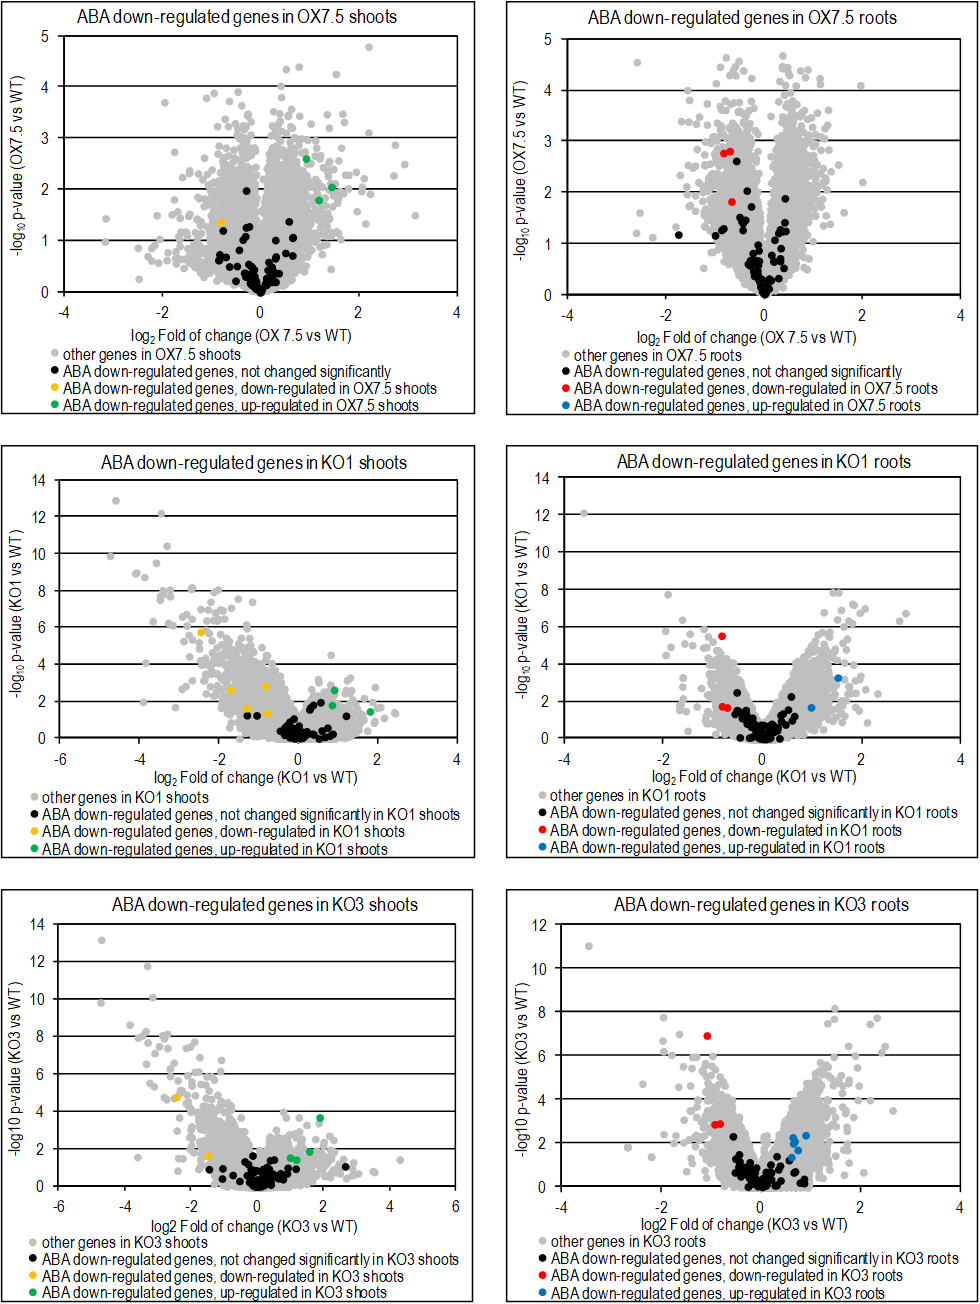

**Fig.S4.** **Changes of expression of ABA-downregulated genes in shoots and roots of OX7.5, KO1 and KO3 in comparison to WT.**

**Fig. S5. Statistical analysis of the ABA, PA and DPA assay by LC-MS method**.

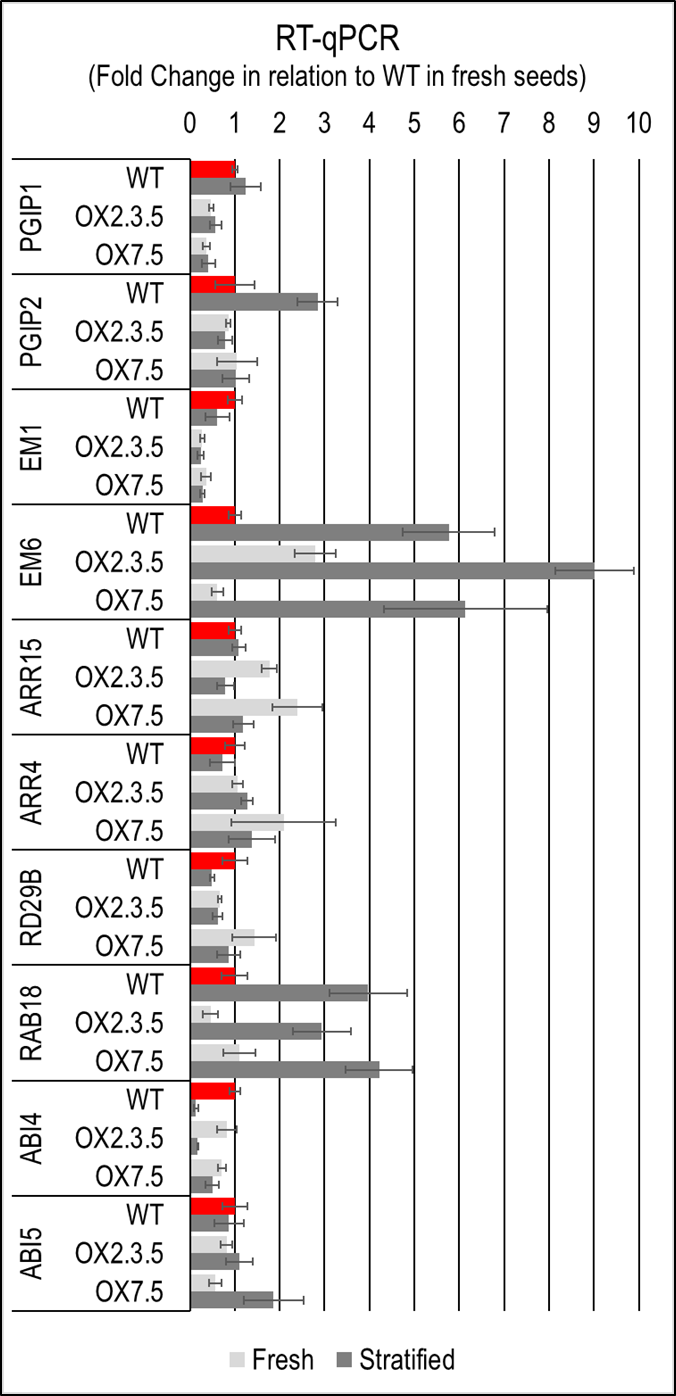

**Fig. S6. The level of ABA-related transcripts in fresh and stratified (cold-exposed after sowing) seeds in relation to the transcript level in the fresh seeds of WT plants.**

**Supplementary Fig. S7. Statistical analysis of the results of measurement of ABA level in seeds.**

**Fig. S8. Statistical analysis of the stomata aperture in different lines without ABA treatment and treated with 10 μM ABA.** The results of this test were used to indicate statistically significant differences in Fig. 3C.

**
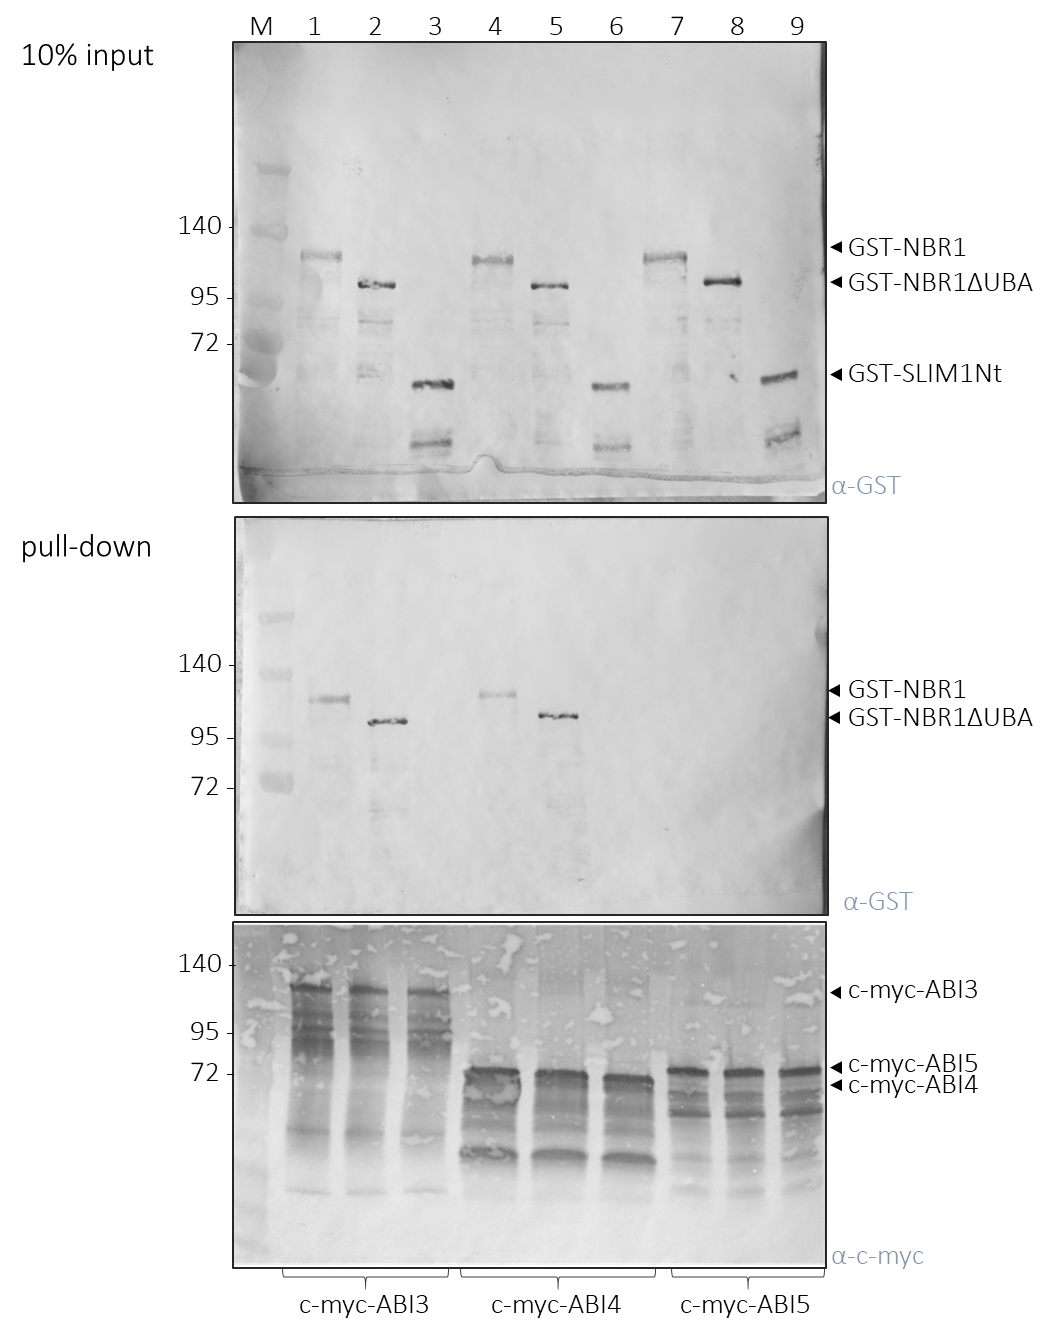
**

**Fig. S9.** Non-cropped blots used in Fig. 8B.

**Supplementary Tables (Tab. S1-S7)**

**Tab. S1**. List of differentially expressed genes (DEGs) in shoots of OX7.5 (in a separate file Suppl_Tables_S1-S5. xlsx).

**Tab. S2**. List of differentially expressed genes (DEGs) in roots of OX7.5 (in a separate file Suppl_Tables_S1-S5. xlsx).

**Tab. S3**. List of hubs having interaction with at least 5 DEGs in OX7.5 (top hubs) (in a separate file Suppl_Tables_S1-S5. xlsx).

**Tab. S4**. List of genes included in the enriched network shown in Fig. 3A (enriched network) (in a separate file Suppl_Tables_S1-S5. xlsx).

**Tab. S5.** List of ABA-related genes and their expression in OX and KO lines (in a separate file Suppl_Tables_S1-S5. xlsx).

**Tab. S6.** Plant media composition.

**Tab. S7.** Oligonucleotides used as primers.

**Tab. S8**. Plasmids used in this study.

**Tab. S6.** Plant media composition.

| **Salt** | **0.5 x modified Hoagland** | **0.5 x modified AB** [1] |
| --- | --- | --- |
| Macronutrients | final concentration (mM) | Final concentration (mM) |
| KNO_3_ | 3 | 1.75 |
| Ca(NO_3_)_2_x2H_2_O | 2 | 1.25 |
| NH_4_NO_3_ | - | 2.5 |
| NH_4_PO_4_ | 1 | - |
| K_2_HPO_4_ | 1 | 0.5 |
| MgSO_4_x7H_2_O | 1 | 0.5 |
| MgCl_2_ | 1 | 0.45 |
| CaCl_2_ | 1 | 1 |
| KCl | 1 | - |
| NaCl | - | 0.05 |
| Fe(Na)EDTA | 0.02 | 0.025 |
| Micronutrients | Final concentration (µM) | Final concentration (µM) |
| H_3_BO_3_ | 25 | 12.5 |
| Mn(NO_3_)_2_ | 2 | 5.0 |
| ZnC_4_H_6_O_4_ | 2 | - |
| Cu(NO_3_)_2_ | 0.1 | 0.32 |
| (NH_4_)_6_Mo_7_O_24_x4H_2_O | 0.1 | - |
| CoCl_2_x6H_2_O | - | 0.055 |
| Na_2_MoO_4_x2H_2_O | - | 0.41 |
| Zn(H_2_Cl_2_O_2_)_2_x2H_2_O | - | 0.048 |
| Buffered with 1mM MES | pH 5.5 | pH5.8 |

[1] Kulik et al. 2012. Plant Physiology 160: 868-83; DOI: 10.1104/pp.112.194472

**Tab. S7.** Oligonucleotides used as primers.

| Gene or fragment of gene/AGI | Purpose | Primer (Forward / Reverse) sequences (5’- 3’) |
| --- | --- | --- |
| PGIP1/At5g06860 | RT-qPCR (seeds) | AGTCCCTGACCTTCGCCTAT / TGGAGCTTGTTGCGGGATAA |
| PGIP2/At5g06870 | RT-qPCR (seeds) | GGAGTATTCCGGCTGAGTGG / TACTCTCCTTTGGGGATGCG |
| EM1/At3g51810 | RT-qPCR (seeds) | TGAGAAGGCGAAGCAAGGAG / CTCTTGAGCTTCGAGGCTGTG |
| EM6/At2g40170 | RT-qPCR (seeds) | ACGCAAAGGTGGTCTTAGCA / TCGTCTATCTCGACTCCTTCCT |
| ARR15/AT1G74890 | RT-qPCR (seeds) | GTGACGACTGTTGAGAGTGGG / ACCAGAAGATCCATTGTCTCCA |
| ARR4/AT1G10470 | RT-qPCR (seeds) | GAAACTCGCCGACGTGAAAC / GGTGGAGGAAGCGAAGAGTT |
| RD29B/AT5G52300 | RT-qPCR (seeds) | GGAGGGGAAAGGACATGGTG / ACTTCGGTTTACCACCGAGC |
| RAB18/AT5G66400 | RT-qPCR (seeds) | CTGAAGGCTTTGGAACTGGC / CGGTGAAGCATTCCTCCCAA |
| ABI4/AT2G40220 | RT-qPCR (seeds) | GGGCAGGAACAAGGAGGAAG / CCACCGAACCAGCTAGAGAG |
| ABI5/AT2G36270 | RT-qPCR (seeds) | AATAAGAGAGGGATAGCGAACG / GCTACCACCACCTCTATGTATC |
| Actin 2/AT3G18780 | RT-qPCR (reference gene) | GCACCAAGCAGCATGAAGAT / GGAACCACCGATCCAGACAC |
| NBR1/AT4G24690 | full length cDNA cloning | CACCATGGAGTCTACTGCTAAC / TCAAGCCTCCTTCTCCCCTGT |
| NBR1/AT4G24690 | Truncated (NBR1ΔUBA) cDNA cloning | CACCATGGAGTCTACTGCTAAC / TCATTCTATATCCTCCTGAAGAGGAAC |
| ABI3/AT3G24650 | Full length cDNA cloning | CACCATGAAAAGCTTGCATGTGGCG / TCATTTAACAGTTTGAGAAGT |
| ABI4/AT2G40220 | full length cDNA cloning | CACCATGGACCCTTTAGCTTCCCAA / TTAATAGAATTCCCCCAAGA |
| ABI5/AT2G36270 | full length cDNA cloning | CACCATGGTAACTAGAGAAACGAAG / TTAGAGTGGACAACTCGGGTT |
| NBR1/G2 (Guide-2) | CRISPR guide (gRNA) | ATT**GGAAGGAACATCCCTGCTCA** / AAACTGAGCAGGGATGTTCCTTCC |
| NBR1/G3 (Guide-3) | CRISPR guide (gRNA) | ATTG**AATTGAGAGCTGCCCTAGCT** / AAACAGCTAGGGCAGCTCTCAATT |
| NBR1/G144 (Guide-144) | CRISPR guide (gRNA) | ATTG**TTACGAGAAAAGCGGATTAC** / AAACGTAATCCGCTTTTCTCGTAA |

**Tab. S8**. Plasmids used in this study.

| **Plasmid name** | **Description or purpose** | **Reference** |
| --- | --- | --- |
| pENTR™ D/TOPO | Cloning CACC-PCR products | Invitrogen™ (Gateway^®^ Entry vector) |
| pENTRNBR1 | Cloning in Gateway system | This study |
| pENTRNBR1ΔUBA | Cloning in Gateway system | This study |
| pENTRABI4 | Cloning in Gateway system | This study |
| pENTRABI5 | Cloning in Gateway system | This study |
| pSITE-nEYFP-C1  (NYC) | Plant expression vector containing N terminal half of YFP (BiFC) | Chakrabarty et al. 2007. Mol Plant Microbe Interact. 20: 740; DOI: 10.1094/MPMI-20-7-0740 |
| pSITE-cEYFP-C1  (CYC) | Plant expression vector containing C terminal half of YFP (BiFC) | Chakrabarty et al. 2007. |
| pSITE-nEYFP-C1 NBR1  (NYC-NBR1) | Plant expression vector containing N terminal half of YFP (BiFC) in fusion with NBR1 | This study |
| pSITE-nEYFP-C1 NBR1ΔUBA  (NYC-NBR1ΔUBA) | Plant expression vector containing C terminal half of YFP (BiFC) in fusion with NBR1 without UBAs domains | This study |
| 35S:NBR1-YFP | AtNBR1 cloned into the plant expression vector pH7YWG2 | Lab stock |
| pSITE-cEYFP-C1-ABI3  (CYC-ABI3) | Plant expression vector containing C terminal half of YFP (BiFC) in fusion with ABI3 | This study |
| pSITE-cEYFP-C1-ABI4  (CYC-ABI4) | Plant expression vector containing C terminal half of YFP (BiFC) in fusion with ABI4 | This study |
| pSITE-cEYFP-C1-ABI5  (CYC-ABI5) | Plant expression vector containing C terminal half of YFP (BiFC) in fusion with ABI5 | This study |
| pYL436-AtNBR1-stop | Protein expression | This study |
| pDCH_G144G2 | Knock-out of NBR1 | This study |
| pDCH_G144G3 | Knock-out of NBR1 | This study |
| pDE_CAS9_G144G2 | Knock-out of NBR1 | This study |
| pDE_CAS9_G144G3 | Knock-out of NBR1 | This study |
| pDEST15 | Bacterial expression vector containing GST tag | Invitrogen™ |
| pDEST15_AW_MYC | Bacterial expression vector containing c-myc tag; based on pDEST15 vector but GST tag substituted with 10x c-myc tag | This study |
| pDEST15_NBR1 | Bacterial expression vector containing NBR1 with N-terminal GST tag | This study |
| pDEST15_NBRΔUBA | Bacterial expression vector containing NBR1ΔUBA with N-terminal GST tag | This study |
| pDEST15_SLIMNt | Bacterial expression vector containing N-terminal SLIM1 (At1g73730) with N-terminal GST tag | This study |
| pDEST15_AW_MYC_ABI3 | Bacterial expression vector containing ABI3 with N-terminal c-myc tag | This study |
| pDEST15_AW_MYC_ABI4 | Bacterial expression vector containing ABI4 with N-terminal c-myc tag | This study |
| pDEST15_AW_MYC_ABI5 | Bacterial expression vector containing ABI5 with N-terminal c-myc tag | This study |

How the deposited data were processed for this re-analysis (not part of the article)

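Transcript levels in shoots and roots of 4-week-old WT, KO1 and KO3 plants were measured on 17 Affymetrix Arabidopsis Gene 1.1 ST arrays, with 3 arrays for each line and tissue except WT roots, which had 2 (replicates 1 and 3). The authors made RMA log2 signals of 28583 probe sets with Transcriptome Analysis Console and TAIR10, whose versions the paper's text does not name. The values have 2 decimals, and their settings of background correction are not stated. The OX7.5 arrays and the LC-MS, germination, stomata and root assays of the paper were not analysed here.

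The platform's table names 17504 probe sets (61.2%), and Supplementary Tables S1 and S2 name 603 more. The 18107 named probe sets were tested, 17329 of them named for a single gene. A gene with several probe sets was represented in lists by the probe set with the highest mean over all arrays, and probe sets of several genes were named for none. Of the probe sets tested, 209 share all 17 values with another probe set. The reference table (TAIR10.1) was used for names only, and 16601 of the platform's single-gene identifiers matched it.

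Each KO line was compared with WT within a tissue by limma 3.58.1 in R 4.3.3 (lmFit and eBayes, with the 3 lines of the tissue sharing 1 estimate of the spread), and p-values were adjusted over all probe sets tested by the method of Benjamini and Hochberg, with a threshold of 0.05. The paper's thresholds, an unadjusted p under 0.05 and a change of at least 1.5-fold, were applied to the same fit. KO1 was also compared with KO3 in each tissue, and the difference between the shoot and the root effect of a line was tested in 1 fit of all 17 arrays. Exact permutation tests, figures and tables used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

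Gene lists were fixed before the data were examined. They hold textbook genes induced by ABA, autophagy (ATG) genes, circadian clock genes, light-harvesting and Rubisco small-subunit genes, root markers, and genes of jasmonate, salicylic acid and defence, heat shock, cold (CBF), darkness and senescence, sulphur, phosphate and iron deficiency, and lateral root initiation. Further lists came from Supplementary Table S5 (ABA biosynthesis, catabolism, transport, receptors, PP2C phosphatases, SnRK2 kinases, transcription factors, regulators of protein degradation and ABA-regulated genes) and from Tables S1 and S2 (genes higher or lower in OX7.5 shoots or roots). The 17 lists with at least 3 measured members, a minimum set after the coverage was seen, were tested by camera with a preset correlation of 0.01, with an estimated correlation as an alternative, and by fry, adjusted over the lists of a comparison. Named genes are NBR1, the gene the paper names for the KO lines, up to 10 genes with the largest rise and 10 with the largest fall among those past the threshold with every KO array beyond every WT array, and list members past the threshold. The values of Table S5 had been seen when this rule was written; all other genes named in the text were chosen after their values were seen.

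Both lines share the WT arrays, so overlaps and correlations between them were set beside 100 simulated data sets with no effect and shared controls. On simulated data with known changes, 40% of 2-fold and 86% of 4-fold changes were called in KO1 shoots, 48% and 82% in KO3 shoots, 90% and 100% in KO1 roots, and 80% and 100% in KO3 roots. In the simulated shoots and roots each probe set had equal spread in all arrays. These shares therefore do not cover an array that stands apart, such as KO1 shoots replicate 1 or WT roots replicate 1. Replicate numbers were checked for pairing across lines: residual correlations of arrays with the same number were -0.14 to 0.28 in shoots and -0.05 to 0.21 in roots. The 3 pairs of KO1 with KO3 in shoots were all over 0.1. In roots 3 of the 4 pairs of a KO line with WT were over 0.1 (0.10 to 0.21), against 0 of 8 pairs with other numbers (-0.21 to 0.06). The deviations of the 2 WT root arrays from their mean mirror each other, so these pairs are not independent. The comparisons were fitted without pairs, with a replicate block as an alternative. Alternatives set before the data were examined were quantile normalization within the tissue, subtraction of array medians, leaving out dim probe sets (below the 30th percentile), all probe sets, an unmoderated linear model, eBayes with trend and robust options, array weights, only the groups compared, all 17 arrays in 1 fit, a replicate block, group medians, the mean of a gene's probe sets, an estimated correlation, and leaving out each array in turn. Names from the platform's table alone, Tukey biweight averages, the other probe set of a gene, KO1 and KO3 alone with a replicate block, and line and number shared by shoots and roots as a random block were added after the data were seen.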

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

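The tests of explanations for the lower calls in KO1 shoots, for the ABA-induced genes in roots and for GI and RVE2, the values of the cold response genes outside the ABA list, the names of the platform's table alone and the random block for line and number were chosen after the results were seen. KO1 shoots replicate 1 stood apart from the other 8 shoot arrays in the SD of its values (1.41, the nearest other array at 1.939), in their 75th percentile (2.79, nearest 3.39) and 99th percentile (7.31, nearest 9.262) and in its mean correlation with the other arrays (0.917, nearest 0.9665). WT roots replicate 1 stood apart from the other root arrays in the 75th percentile of its values (4.48, nearest 4.59) and in its mean correlation with the other arrays (0.977, nearest 0.9826). Of 12 sets of array values tested in this way, 6 had an array standing apart, where chance gives about 1 in 20 for a single set. The sets are measures of the same arrays and are not independent. All 6 came from KO1 shoots replicate 1 and WT roots replicate 1.

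In KO1 shoots 56 genes were lower than in WT and 0 were higher. Without KO1 shoots replicate 1, 33 genes were higher and 147 lower, so the narrow spread of that array may account for the lack of higher calls. The lower calls argue against that array as their source, since 56 of 56 were also made without it and 48 with quantile normalization; the share of lower genes at the paper's thresholds was 93.6% in KO1 shoots, 70% without that array, 57.5% with quantile normalization and 54.9% in KO3 shoots. All 56 genes were also lower in KO3 shoots at an unadjusted p under 0.05, and over drawn splits of the 9 shoot arrays chance could be excluded for the 25 genes called in both lines. Both lines were compared with the same WT plants, so an effect of the NBR1 deletion shared by both lines cannot be told apart from any other difference, such as in growth or harvest, between the WT plants and the plants of both KO lines.

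ABA-induced genes had medians above 0 in roots of both KO lines, 0.45 in KO1 and 0.50 in KO3, where 4 and 3 of the 17 genes passed the test; as a group they passed with the preset correlation but not with an estimated one (adjusted p = 0.206 and 0.252). The scaling of the arrays is argued against as the source, since the lowest median over both lines was 0.41 under quantile normalization or median centring. With either of the 2 WT root arrays left out the lowest median was 0.23 (KO1, without WT roots replicate 3), above 0 but smaller than before, so a part played by those arrays stays open. The 10 cold response genes measured had a median of 0.54 in KO1 roots, but 6 of them are also on the ABA list, so they are no separate test; of the 4 others, with medians of 0.54 in KO1 and 0.25 in KO3, 1 passed, and growth or harvest conditions that differed between KO and WT plants cannot be told apart from the deletion, since either could move such genes. With the names of the platform's table alone, which leaves out genes named for their change in OX7.5, the medians were 0.02 and 0.28.

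The clock gene GI was lower in KO1 shoots (-2.27, adjusted p = 0.0247 from limma), a call lost in 9 of 20 alternatives. In KO3 shoots GI was at -1.52 and did not pass (adjusted p = 0.198). GI was higher in roots of both lines (1.52 and 1.48), and the clock-related gene RVE2 was lower in roots of both (-2.25 and -2.35). A harvest of KO plants at another time of day than WT plants might move such genes, and the difference between the shoot and the root change of GI was -3.79 in KO1; shoots and roots were divided from the same plants, but their clocks need not run alike, so harvest time and an effect of the deletion cannot be told apart. A single WT root array is argued against as the source of the RVE2 change, since its value nearest 0 with either left out was -2.0. Without WT roots replicate 1, which leaves 1 WT root array, neither gene passed the test in roots. GI was then at 1.28 in KO1 and 1.24 in KO3 (standard error 0.17 against 0.16 before). RVE2 was at -2.0 and -2.10 (standard error 0.38 against 0.30 before).

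The effect of a KO line differed between shoots and roots, by the test of the difference itself, for 67 genes in KO1 and 18 in KO3. These counts were 18 to 141 in KO1 and 4 to 79 in KO3 with 1 array left out. The fit treats shoots and roots as independent, although each plant gave both portions; with line and number as a random block the counts were 96 and 26. Among the named genes, the KO1 differences (shoots minus roots, log2) were -3.35 for BMY3, -3.48 for AT1G65870, -3.88 for AT5G54130, -2.82 for AT5G15950, -3.32 for AT5G47610, -2.89 for AT3G09450, -3.38 for AT1G19490, -3.05 for AT1G64500, -2.46 for AFR, -2.64 for AT2G36630, -3.79 for GI, -2.35 for PYE, -1.61 for AT4G24015 and 1.41 for bZIP58. In KO3 they were -3.72 for BMY3, -3.17 for AT3G09450, -3.42 for AT5G54130, -2.96 for AT1G65870, -3.03 for PYE, -2.63 for AT5G47610, -2.98 for AT1G19490, -2.20 for AT3G24460, -3.00 for GI and 1.68 for bZIP58. In KO1, 4 lists differed between the tissues by camera, with median differences of -1.37 for ABA-induced genes (adjusted p = 6.80e-04), -1.21 for cold response genes (adjusted p = 0.00828), -0.23 for genes higher in OX7.5 shoots (adjusted p = 0.0465) and -0.30 for genes higher in OX7.5 roots (adjusted p = 0.00514); with an estimated correlation the adjusted p was 0.891 for each, and without WT roots replicate 1 the lists of OX7.5 did not pass (adjusted p = 0.154 and 0.161). Of 29 alternatives the call was lost in 2 for the ABA-induced genes (-1.51 to -0.51), 3 for the cold response genes (-1.46 to -0.44), 14 for genes higher in OX7.5 shoots (-0.33 to -0.12) and 5 for genes higher in OX7.5 roots (-0.41 to -0.08).

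In roots, signals appeared in gene groups that the paper does not discuss for the KO lines. Autophagy (ATG) genes had medians of -0.19 in KO1 (adjusted p = 0.00111) and -0.25 in KO3 (adjusted p = 4.50e-04), although no ATG gene passed after adjustment over all genes; with an estimated correlation the adjusted p-values were 0.288 and 0.252. Cold response genes, 6 of 10 shared with the ABA list, had medians of 0.54 in KO1 (adjusted p = 1.86e-06) and 0.45 in KO3 (adjusted p = 2.06e-05), with adjusted p = 0.0495 and 0.0745 with an estimated correlation. The 3 dark-inducible and senescence genes measured had a median of -0.93 in KO1 (adjusted p = 0.0296, 0.481 with an estimated correlation and 0.221 without WT roots replicate 1). The test for changes in either direction among the 9 clock genes gave adjusted p-values of 4.21e-04 in KO1 shoots, 9.78e-05 in KO3 shoots, 0.00123 in KO1 roots and 0.00124 in KO3 roots (fry, mixed), but such a result can come from 1 or 2 genes: GI alone passed in KO1 shoots, none in KO3 shoots, and GI and RVE2 in roots of each line.

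Other splits of the same 6 arrays into groups of 3 number 10 with the real one, too few for a share under 0.05. The real split called 56 genes in KO1 shoots (highest other split 0) and 26 in KO3 shoots (0), 1180 and 486 genes at the paper's thresholds (556 and 297), and none between KO1 and KO3 in shoots or roots (0 in both). The size of the median of the ABA-induced genes was 0.62 in KO1 shoots (highest other 0.65) and 0.21 in KO3 shoots (0.25). Over 100 drawn splits of the 9 shoot arrays into 3 groups of 3, chance could be excluded for the 25 genes changed in both lines (highest other 0, reached in 1 split, the real one). For the 10 ABA-regulated genes lower in both, 2 splits reached that count, a share under 0.05, but a split other than the real one also gave 10. The splits also do not set these genes apart from a general fall. At the paper's thresholds 247 of all 18107 probe sets were lower and 31 higher in both lines. Among the 241 ABA-regulated genes measured, 10 were lower and 3 higher, which are larger shares. Chance could not be excluded for the correlation of 0.52 between the lines (highest other 0.87, reached in 43) or for the 3 ABA-regulated genes higher in both (highest other 13, reached in 15).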

How the results depend on the processing

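Names from the platform's table alone, Tukey biweight averages, the other probe set of a gene, a fit of KO1 and KO3 alone with a replicate block and a fit with line and number shared by shoots and roots were chosen after the data were seen; the other settings were set before. The 34 results that answer a comparison had 703 alternative values, of which 550 kept their direction and their side of the threshold or stayed within 1.5 times the count or within the spread; single genes and lists kept theirs in 1235 of 1715. Unless a cause is named below, the cause was not tested. NBR1 in shoots passed in every alternative. Signals near the array medians and 2 or 3 arrays per group limit the calling of small changes: on simulated data 0% and 6% of 1.5-fold changes were called in KO1 and KO3 shoots and 14% and 22% in KO1 and KO3 roots.

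With quantile normalization the counts of changed genes (higher and lower) were 150 (42 and 108) in KO1 shoots, 86 (22 and 64) in KO3 shoots, 63 (10 and 53) in both lines in shoots, and 107 (30 and 77) and 63 (17 and 46) for the difference between tissues in KO1 and KO3. The ABA-regulated genes higher in KO1 shoots were then 8 and those higher in shoots of both lines 6, and the median of the ABA-induced genes in KO1 shoots turned from -0.62 to 0.17 (adjusted p = 0.813). It was 0.03 without KO1 shoots replicate 1 (adjusted p = 0.748). With all probe sets of the array, which adds probe sets by construction, counts were 108 in KO1 shoots, 53 in KO3 shoots, 50 in both, 35 in KO1 roots, 70 in KO3 roots, 1 between KO1 and KO3 in roots, and 138 and 50 for the difference between tissues; at the paper's thresholds they were 2093 and 880 in KO1 and KO3 shoots and 977 and 1342 in roots. With an unmoderated linear model, counts were 2 in KO1 shoots, 1 in KO3 shoots, 1 in both, 1 in KO1 roots, 0 in KO3 roots, 0 in both, and 26 and 9 for the difference between tissues; at the paper's thresholds they were 770 in KO1 shoots and 348 and 473 in KO1 and KO3 roots. The ABA-regulated genes were then 6 lower and 7 higher in KO3 shoots and 5 lower in shoots of both lines, and UGT71B7 in KO1 shoots stayed at -1.84 but did not pass (adjusted p = 0.0894).

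With the trend and robust options counts were 99 in KO1 shoots (5 higher and 94 lower), 51 in KO3 shoots, 45 in both and 81 in KO3 roots. With array weights they were 144 in KO1 shoots (15 higher and 129 lower), 104 in KO3 shoots, 76 in both, 15 in KO1 roots, 21 in KO3 roots, 11 in both, and 157 and 76 for the difference between tissues; 744 genes met the paper's thresholds in KO3 shoots, 9 ABA-regulated genes were higher in KO1 shoots and 6 in both lines, and the correlation between the lines in shoots was 0.67. With only the groups compared counts were 16 in KO1 shoots, 123 in KO3 shoots, 15 in both, 1 in KO1 roots, 12 in KO3 roots, 1 in both, and 13 and 55 for the difference between tissues, and UGT71B7 in KO1 shoots was -1.84 (adjusted p = 0.0678). With all 17 arrays in 1 fit they were 435 in KO1 shoots, 97 in KO3 shoots, 87 in both, 1 between KO1 and KO3 in shoots, 8 in KO1 roots, 19 in KO3 roots and 6 in both, and 1861 at the paper's thresholds in KO1 shoots. With a replicate block the count in KO1 shoots was 31. Residual correlations of shoot arrays with the same number were over 0.1 in 1 of 6 pairs of a KO line with WT (-0.14 to 0.12) and in all 3 pairs of KO1 with KO3 (0.14 to 0.28), where each array also correlated best with its own number. In roots they were over 0.1 in 3 of 4 pairs of a KO line with WT (0.10 to 0.21). In the comparison of KO1 with KO3 no gene was called with the replicate block, in a fit of all 9 shoot arrays or of these 6 alone. Shoots and roots of the same line and number had residual correlations of 0.03 to 0.22 (8 pairs), and with line and number shared by shoots and roots as a random block 96 and 26 genes differed between tissues in KO1 and KO3. With names from the platform's table alone, which tests fewer genes, counts were 7 in KO1 roots, 20 in KO3 roots and 6 in both, and 11 ABA-regulated genes were higher in roots of both lines. With an estimated correlation between genes the ABA-induced genes in roots (0.45 in KO1 and 0.50 in KO3) did not pass, and 1 of the 12 list calls in roots remained.

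Leaving out 1 array at a time gave 24 to 180 changed genes in KO1 shoots, 2 to 158 in KO3 shoots, 2 to 99 in both, 1 to 57 in KO1 roots, 0 to 108 in KO3 roots and 0 to 51 in both. The highest counts in shoots came without KO1 shoots replicate 1 (180 genes in KO1, 33 higher and 147 lower). In roots the highest came without WT roots replicate 3 and the lowest without WT roots replicate 1. Either of these root fits left a lone WT root array assumed to vary like the other groups. The difference between tissues held for 18 to 141 genes in KO1 and 4 to 79 in KO3. At the paper's thresholds counts were 870 to 2106 in KO1 shoots, 437 to 732 in KO3 shoots, 463 to 1642 in KO1 roots and 562 to 1915 in KO3 roots. ABA-regulated genes were 3 to 11 higher in KO1 shoots, 7 to 14 lower and 6 to 18 higher in KO3 shoots, 6 to 12 lower and 2 to 8 higher in shoots of both, 4 to 12 lower in KO1 roots and 3 to 7 lower in roots of both. The correlation between the lines was 0.40 to 0.72 in shoots and 0.72 to 0.90 in roots. The ABA-induced genes had medians of -1.02 to 0.03 in KO1 shoots and 0.12 to 0.39 in KO3 shoots, where they passed the threshold without KO3 shoots replicate 3 (0.39, adjusted p = 0.00956) and without KO1 shoots replicate 1 (0.21, adjusted p = 0.0447).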

Differences from the paper's values

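The paper's 4-fold downregulation of UGT71B7 in KO1 shoots stands beside 3.59-fold here and was not counted as differing. Of 100 fold changes in Supplementary Table S5 of 25 genes outside its ABA-regulated genes, 14 differed from the differences of means here, all in sign and all of them changes of less than 1.5-fold here. In KO1 shoots the paper's values and those here were -1.02 and 1.07 for UGT71B6, 1.14 and -1.02 for UGT71B8, and -1.01 and 1.10 for ATL43; with group medians, set before the data were examined, none of the 3 differed (-1.03, 1.11 and -1.01). In KO3 shoots the paper's values and those here were -1.24 and 1.05 for UGT71B6, 1.90 and -1.06 for UGT71B8, -1.13 and 1.00 for AtBG2/BGLU33, -1.01 and 1.05 for HAI2, -1.10 and 1.01 for PIR2, and 1.14 and -1.02 for DDA1. With group medians the last 4 of these did not differ (-1.09, -1.01, -1.08 and 1.09), while UGT71B6 (1.02) still did in sign and UGT71B8 (1.05) in size, by more than the replicate SD. In roots the paper's values and those here were 1.20 and -1.25 for UGT71B6 in KO1, and in KO3 1.4 and -1.19 for UGT71B6, 1.01 and -1.07 for PIR2, -1.05 and 1.07 for PUB19, and -1.06 and 1.05 for CAR. With group medians PUB19 (-1.04) and CAR (-1.06) did not differ, while UGT71B6 (-1.28 in KO1 and -1.20 in KO3) and PIR2 (-1.01) still did.

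With Tukey biweight averages, chosen after the values were seen, 10 of the 14 no longer differed, and UGT71B6 in KO3 shoots (1.04), KO1 roots (-1.28) and KO3 roots (-1.20) still did in sign and UGT71B8 in KO3 shoots (1.08) in size; UGT71B7 in KO1 shoots, the 1 metabolism gene the paper calls, was 4.15-fold lower in that setting. With the other probe set of UGT71B6, also chosen after the values were seen, the fold changes were -1.04 in KO1 shoots, -1.19 in KO3 shoots, 1.17 in KO1 roots and 1.23 in KO3 roots, and none differed in sign from the paper's. Table S5 gives no probe sets. Means, medians and Tukey biweight averages did not bring UGT71B8 in KO3 shoots to the paper's value. The other alternatives were not compared with the paper for this gene.

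Of 12 counts of ABA-regulated genes at the paper's thresholds, over the 241 genes measured, 1 differed. In KO3 shoots 11 genes were upregulated here and 5 in the paper's Table S5. The counts did not differ with the unmoderated linear model (7), without KO3 shoots replicate 2 (6) or without WT shoots replicate 3 (6), and differed in the other alternatives set before the data were examined, where they ran from 9 to 18. In the paper's Table S5 the p-value of GTG1 in KO1 shoots is printed as 9.16, which a p-value cannot be; it was not used.

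The paper states that no gene of ABA biosynthesis or catabolism changed significantly apart from UGT71B7 in KO1 shoots. At the paper's thresholds, but with limma's p-values, 2 more values passed here, AtBG2/BGLU33 in KO1 shoots (-1.77-fold) and UGT71B7 in KO3 shoots (-1.67-fold); neither passed after adjustment (adjusted p = 0.407 and 0.457).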

Other observations

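In shoots, the genes that fell most in the KO lines were largely shared by both. BMY3, of the beta-amylase family, fell by 3.92 on the log2 scale in KO1 (adjusted p = 0.00209) and by 3.69 in KO3 (adjusted p = 0.00622). PYE, a bHLH transcription factor of the iron-deficiency response, fell by 2.06 in KO1 (adjusted p = 0.0183) and by 2.73 in KO3 (adjusted p = 0.00704), while the other iron-deficiency genes measured, BHLH100 and BHLH101, did not pass the test. The PYE call was lost in 8 of 20 alternatives in KO1 and in 5 of 20 in KO3. AFR, an F-box protein of far-red light signalling, fell by 2.85 in KO1 (adjusted p = 0.00598) and by 2.55 in KO3 (adjusted p = 0.0145). In all, 56 genes were lower and none higher in KO1 shoots by limma, and 25 were lower and 1 higher in KO3 shoots. The 1 higher gene, AT5G62960, was at 0.81 in KO3 (adjusted p = 0.0499) and -0.02 in KO1, and its KO3 call was lost in 14 of 20 alternatives. At the paper's thresholds 1104 genes were lower and 76 higher in KO1 shoots, and 267 lower and 219 higher in KO3 shoots; with quantile normalization the KO1 counts were 509 and 376.

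In roots, 16 genes were higher and 7 lower in KO1 and 22 were higher and 17 lower in KO3. The cytokinin response regulator RR5 rose by 2.12 in KO1 (adjusted p = 0.0208) and by 1.87 in KO3 (adjusted p = 0.034), while ARR6, of the same family, rose by 1.42 in KO1 (adjusted p = 0.0293) and was at 0.96 in KO3 (adjusted p = 0.0942). COR413-PM1, a cold-regulated membrane protein gene, rose by 1.49 in KO1 (adjusted p = 0.0208) and by 1.29 in KO3 (adjusted p = 0.0288). The transcription factor gene bZIP58 fell by 1.59 in KO1 (adjusted p = 0.0208) and by 1.71 in KO3 (adjusted p = 0.0166). A total of 320 genes were higher and 241 lower in KO1 roots, and 434 higher and 333 lower in KO3 roots, at the paper's thresholds. Without WT roots replicate 1 the counts by limma fell to 1 gene in KO1 and 0 in KO3.

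Of the genes called by limma, 25 were lower in shoots of both lines, where 0.077 would be shared by independent lists and 0.01 on average in simulated data with the same WT arrays. In roots 12 were higher and 7 lower in both lines, where simulated data gave 0.01 and 0.02. The simulated data hold no change in any gene and draw each gene on its own. Few calls in either line, and so few shared ones, follow from that setting. These simulated counts cannot show how far the shared WT arrays raise the overlap of the genes called. With 1 array left out the shared counts were 2 to 99 in shoots and 0 to 51 in roots. With the paper's thresholds 31 genes were higher and 247 lower in both lines in shoots, against 41 and 39.4 in simulated data. By limma, 13 genes were higher in shoots of both lines without KO1 shoots replicate 1 and 10 with quantile normalization, against 0 with all arrays as they are. In roots 204 were higher and 157 lower at the paper's thresholds, against 14.3 and 13.8. Across genes, which are not independent replicates, the log2 fold changes of KO1 and KO3 had a Pearson correlation of 0.52 in shoots and 0.80 in roots, where simulated data gave 0.50 and 0.60. The simulated lines share the WT arrays alone. In shoots, KO1 and KO3 arrays of the same number also had residual correlations of 0.14 to 0.28, which could raise the agreement further. The covariance was 0.062 in shoots and 0.0608 in roots, and it exceeded the simulated one by 0.0273 in shoots and 0.0387 in roots. Simulated data gave 0.0347 in shoots and 0.0221 in roots, while the WT arrays alone gave 0.0219 and 0.0324. Which tissue had the larger excess therefore depends on the baseline. The WT arrays are too few to be split between the lines.

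The lists of genes changed in OX7.5 (Supplementary Tables S1 and S2) come from other arrays. Their plants grew in a medium that the paper gives for the OX microarray experiment alone. Of the 287 genes higher in OX7.5 shoots that were measured, 171 are named by the platform's table and the others only by those lists. These 287 genes had medians of 0.11 in KO1 roots (adjusted p = 1.81e-04 from camera) and 0.09 in KO3 roots (adjusted p = 4.50e-04). Of them, 7 were higher and 1 lower in either line. The adjusted p-values were 0.206 and 0.252 with an estimated correlation. When adjusted over the list alone, 19 were higher and 3 lower in KO1 roots, and 26 and 5 in KO3 roots. Genes higher in OX7.5 roots had medians of 0.13 in KO1 roots (adjusted p = 0.00324, and 0.501 with an estimated correlation) and 0.17 in KO3 roots (adjusted p = 1.37e-04, and 0.418); without WT roots replicate 1 the medians were 0.04 (adjusted p = 0.852) and 0.06 (adjusted p = 0.321). Genes lower in OX7.5 roots had medians of -0.04 in KO1 roots (adjusted p = 0.408) and -0.09 in KO3 roots (adjusted p = 0.0467, 0.535 with an estimated correlation and 0.321 without WT roots replicate 1). Genes lower in OX7.5 shoots had medians of 0.03 in KO1 roots (adjusted p = 0.507) and 0.04 in KO3 roots (adjusted p = 0.535). In shoots none of these 4 lists passed, the lowest adjusted p being 0.163 for genes higher in OX7.5 shoots in KO3.

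Among the other lists, the 16 ATG genes had a median of -0.29 in KO1 shoots (adjusted p = 0.218) and -0.02 in KO3 shoots (adjusted p = 0.837). The 3 lateral root initiation genes measured, of 14 listed, had medians of 0.12 in KO1 roots (adjusted p = 0.773) and 0.07 in KO3 roots (adjusted p = 0.941). The 5 heat shock and chaperone genes had medians of -0.08 in KO1 shoots (adjusted p = 0.729), -0.20 in KO3 shoots (adjusted p = 0.148), 0.10 in KO1 roots (adjusted p = 0.542) and -0.04 in KO3 roots (adjusted p = 0.835), where the mean and the test pointed up. The 3 dark-inducible and senescence genes had medians of -1.08 in KO1 shoots (adjusted p = 0.218) and -1.22 in KO3 shoots (adjusted p = 0.097); when adjusted over the list alone SEN1 and DIN10, genes induced in darkness and named after their values were seen, were lower in both lines and tissues. The 3 iron-deficiency genes had a median of 0.05 in KO1 shoots (adjusted p = 0.489, with a negative mean) and -0.09 in KO3 shoots (adjusted p = 0.179). Only 2 genes each of the jasmonate, salicylic acid and sulphur-deficiency lists and none of the phosphate-starvation list were named on the array, so these lists were not tested.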
